# The Incidence of Sexually Dimorphic Gene Expression Varies Greatly between Tissues in the Rat

**DOI:** 10.1371/journal.pone.0115792

**Published:** 2014-12-30

**Authors:** Russell D. J. Huby, Philip Glaves, Richard Jackson

## Abstract

The sexually dimorphic expression of genes across 26 somatic rat tissues was using Affymetrix RAE-230 genechips. We considered probesets to be sexually dimorphically expressed (SDE) if they were measurably expressed above background in at least one sex, there was at least a two-fold difference in expression (dimorphism) between the sexes, and the differences were statistically significant after correcting for false discovery. 14.5% of expressed probesets were SDE in at least one tissue, with higher expression nearly twice as prevalent in males compared to females. Most were SDE in a single tissue. Surprisingly, nearly half of the probesets that were (SDE) in multiple tissues were oppositely sex biased in different tissues, and most SDE probesets were also expressed without sex bias in other tissues. Two genes were widely SDE: Xist (female-only) and Eif2s3y (male-only). The frequency of SDE probesets varied widely between tissues, and was highest in the duodenum (6.2%), whilst less than 0.05% in over half of the surveyed tissues. The occurrence of SDE probesets was not strongly correlated between tissues. Within individual tissues, however, relational networks of SDE genes were identified. In the liver, networks relating to differential metabolism between the sexes were seen. The estrogen receptor was implicated in differential gene expression in the duodenum. To conclude, sexually dimorphic gene expression is common, but highly tissue-dependent. Sexually dimorphic gene expression may provide insights into mechanisms underlying phenotypic sex differences. Online data are provided as a resource for further analyses (GEO reference GSE63362).

## Introduction

Many genes are known to be sexually dimorphically expressed (SDE). Several have been identified though hypothesis-driven investigation, providing a rationale for phenotypic differences between the sexes. For example, male rats are more susceptible to spontaneous hypersensitivity, an effect attributed to the androgen-mediated induction of angiotensinogen in the male kidney [1]. Others have been discovered by serendipity, with sexually dimorphic expression being observed in the course of characterizing newly identified genes. In some instances the sexually dimorphic expression of genes can be rationalized as relevant to functional differences between the sexes, though often its relevance is obscure.

With global transcript profiling, it is possible to identify essentially all SDE genes within a tissue, as has been carried out in the liver [2], heart [3], [4] and brain [5]. This enables a tissue-centric analysis of SDE genes to be conducted, but does not allow gene-centric analysis, i.e. the expression patterns of those same genes in other tissues is not considered. Gene expression profiling across multiple tissues from both sexes in the rat has been conducted before, though only four somatic tissues were included [6].

Here, we carried out gene expression profiling of 26 somatic and 5 sex-specific tissues from both sexes of the rat on Affymetrix RAE-230v2 Genechips. The resulting data set enabled us to characterize the expression of SDE genes across a wide range of rat tissues affording new insights into the distribution of SDE genes that may have functional implications. Here, we focus on the patterns of SDE probeset expression that can be discerned from the data. We also consider, by way of example, the expression of specific genes across tissues, and the relationships between SDE genes within specific tissues. Many further analyses are possible from this dataset. The raw and derived data are therefore provided as a resource (S1 Table and GEO GSE63362).

## Methods

### Animals

Five male and five female Han Wistar-derived rats (AlpkHsdBrlHan:WIST) were housed in groups of 2–3. In accordance with the United Kingdom Animal (Scientific Procedures) Act of 1986, this study did not require a Home Office project license because no regulated procedures were carried out. Rats were humanely killed at a designated establishment by halothane inhalation, which is an appropriate method under Schedule 1 of the Act.”Organs and tissues were removed and cleaned of extraneous tissue by a 5-person necropsy team within 5 min of death, then frozen in liquid nitrogen. Pancreas was prioritized for rapid freezing, since its mRNA is known to be particularly vulnerable to degredation. Tissue samples from each animal weighing 100–250 mg were taken from frozen samples and homogenized immediately in RNeasy lysis buffer. Care was taken to ensure samples were taken consistently from the same region of tissue for each individual, and that they were representative of the whole organ (e.g. radial segments of kidney were taken from the equator in each case).

### Gene expression profiling

26 somatic tissues from 5 male and 5 female rats were expression-profiled using Affymetrix RAE230_2 rat genechips. Sex-specific tissues (testis, epididemis, uterus and ovary) were also profiled. Summary data are provided in S1 Table.

RNA was purified from lysates using RNeasy mini columns according to the manufacturer’s instructions (Qiagen Inc, CA.). Nucleic acid (RNA) purity was determined according to the 260/280 nM absorbance ratio using a Nanodrop-1000 (Thermo Scientific). Samples were accepted only if the ratio fell between 1.8 and 2.2. Otherwise, RNA was re-extracted from new samples of frozen tissue. RNA integrity was assessed using the 2100 Bioanalyser (Agilent). Samples with an RNA integrity number (RIN) <7 were rejected, and re-processed. cDNA, cRNA and fragmented hybridization probes were prepared using the Affymetrix IVT kit (Affymetrix CA.). Only samples meeting all quality criteria were progressed. When samples failed any of these criteria, new preparations from frozen tissue were substituted. Hybridization mixes were prepared and applied to Affymetrix RAE230_2 rat genechips. After hybridization, genechips were washed and scanned using an Affymetrix genechip scanner according to the manufacturer’s instructions.

### Data QC

Chip quality control was assessed using the AffyQCMetrics package in Bioconductor, an open source bioinformatics suite. Individual chips were examined to ensure they met quality standards in all of the tests performed (the test for actin 3′/5′ ratio was excluded) (see S2 Table). This led us to eliminate at most two chips per organ per sex, mainly due to indications that RNA had degraded.

### Statistical and pathway analysis

Signal strength measurement and normalisation was determined using the Gene Chip Robust Multichip Average (GC-RMA) algorithm (Bioconductor). GCRMA normalisation performs background subtraction using information on the probe sequence composition through the calculation of binding affinities[7]. No additional normalization is required. Statistical differences between male and female expression values were determined using Student’s 2-tailed T-test, then applying the Benjamin-Hochberg correction for false discovery.

Probesets were considered to be SDE in a given tissue if all of the following criteria were met: 1) The mean Robust Multichip Average (RMA-S) expression value exceeded 6.65 in at least one sex. This was to exclude probesets that were not measurably expressed above background noise levels. 2) At least a 2-fold difference in expression existed between sexes (log2 expression difference >+/−1). This limited analysis to genes that were differences in expression were likely to have a significant biological consequence. 3) The difference in expression between the sexes had an FDR q-value of less than 0.05 (Benjamin-Hochberg FDR correction).

Hierachical clustering using the Ward method was carried out in JMP (SAS, NC).

Gene network analysis was conducted using Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems Inc, CA.).

The RAE_230_2 genechip includes a number of probesets that have not been mapped to a specific gene. In some instances, multiple probesets may map to a single gene. It is not therefore always possible to equate probesets with genes. Where mapping is unambiquous, the term gene is employed; otherwise, the term probeset is used.

## Results

### Incidence of SDE probesets

Approximately 61% (19,007 out of 31,042) of all probesets on the RAE230_2 genechip were measurably expressed above background (mean RMA-S value >6.65) in at least one tissue, one sex (Table 1). 

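Values came from 256 RAE230_2 arrays, each of which held the RNA of 1 organ of 1 rat. Somatic tissues of males took 115 arrays, those of females 119, and the testes, ovary, uterus, prostate and epididymis took 22. Of the 52 groups of a tissue and sex, 32 had 5 arrays and 15 had 4. The male spleen, male soleus, female heart and female pancreas had 3, and the male gastrocnemius had 2. In the duodenum 5 male and 4 female arrays were compared, in the liver 4 male and 5 female, and in the kidney, adrenal, pituitary and adipose 5 of each. The authors summarised the probes of each probeset with GCRMA, which removes a background estimated from the probe sequences and normalizes the arrays together. The deposited values are on a log2 scale and ran from 1.02 to 15.83, with array medians between 3.86 and 4.45, and the number of arrays limits their precision. Males and females were compared within each tissue with limma, and p-values were adjusted by the Benjamini-Hochberg method over all 31042 probesets. A probeset was called SDE at a mean above 6.65 in at least 1 sex, a difference above 2-fold and an adjusted p under 0.05. Of the 19007 probesets expressed in at least 1 somatic tissue (61.2%), the duodenum expressed 10453, the kidney 10350 and the liver 9521. With the sex-specific organs included, 20088 were expressed. A single gene symbol could be given to 20826 probesets, and those without one were kept.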

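A1bg, which encodes a plasma glycoprotein, had the largest difference between the sexes of any probeset in a somatic tissue. Its log2 value in the liver was 2.47 ± 0.08 (SD, n = 4) in males and 14.13 ± 0.12 (SD, n = 5) in females. Serpina3n, which encodes a serine protease inhibitor of the acute phase, was at 11.40 ± 0.37 in male and 7.54 ± 0.54 in female adipose (SD, n = 5 each). A2m, which encodes a plasma protein that traps proteases, was at 3.12 ± 0.60 in the male and 9.77 ± 0.42 in the female adrenal (SD, n = 5 each). The log2 differences, male minus female, were -11.67, 3.86 and -6.64, with adjusted p = 2.12e-11, 0.000787 and 1.62e-05 from limma. No male array overlapped a female array in any of the 3 genes, and each of these probesets was SDE in 1 tissue. Over the 26 somatic tissues, 2174 probesets were SDE in at least 1 tissue, which is 11.4% of those expressed. A single tissue held the difference for 1977 of them (90.9%).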

14.5% of these (2771 out of 19,007) were SDE in at least one tissue; 87% of these in turn (2422 out of 2771) were SDE in a single tissue.

**Table 1:** The distribution of SDE probesets across rat tissues.

Probeset property:	Always male biased	Always female biased	Oppositely biased in different tissues	Total
When sex biased∧∧:				
Probesets present on chip*				31042
**Expressed in at least 1 tissue**				19007
**SDE in at least 1 tissue**	1704	901	166	2771
**No. of tissues in which probesets are SDE:**				
** 1**	1573	849	N/A	2422
** 2**	115	43	132	290
** 3**	14	4	30	48
** 4**	1	0	4	5
** 19**	0	2	0	2
** 20**	0	1	0	1
** 22**	0	2	0	2
** 24**	1	0	0	1

∧∧ probesets expressed with sex bias in one or more tissues may be expressed without bias in others.

The remaining 13% of SDE probesets (349 out of 2747) were SDE in multiple (2–24) somatic tissues. The frequency of SDE probesets in multiple tissues dropped away rapidly for increasing numbers of tissues. 

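Cyp1a1, a cytochrome P450 that oxidises foreign compounds and is induced through the aryl hydrocarbon receptor, differed in opposite directions in the duodenum and kidney. In the duodenum it was at 8.26 ± 1.5 (SD, n = 5) in males and 4.55 ± 0.22 (SD, n = 4) in females, and in the kidney at 5.11 ± 0.67 in males and 8.70 ± 0.62 in females (SD, n = 5 each). The log2 differences of 3.71 and -3.59 had adjusted p = 0.0189 and 0.00082 from limma. Prom1, which encodes a membrane glycoprotein of cell protrusions, was higher in males in the kidney (1.91) and lower in the duodenum (-1.41) and liver (-5.86). Sult2b1, a sulphotransferase of cholesterol and other hydroxysteroids, had differences of 2.18 in the duodenum and -1.79 in the kidney on 1 probeset, and its other SDE probeset had the same directions. This gene was chosen after its values were seen. Male and female arrays did not overlap in any of these comparisons. The difference between the tissues was itself tested, with the arrays of an animal treated as a block. It was 7.30 (standard error 0.84, adjusted p = 3.41e-05) for Cyp1a1 between duodenum and kidney and 7.78 (standard error 0.57, adjusted p = 1.58e-07) for Prom1 between kidney and liver. In all, 197 probesets were SDE in several tissues, 161 of them in 2 tissues, 27 in 3 and 3 in 4. Opposite directions were seen in 95 of the 197 (48.2%), and in 49.7% once the Xist and Eif2s3y probesets were left aside. At 3 arrays per sex the share was 30.0%.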

Surprisingly, 47.6% of probesets SDE in multiple tissues (166 out of 349) were oppositely sex-biased in different tissues.

Most (93%) SDE probesets were also expressed without sex bias in other tissues.

More SDE probesets were preferentially expressed in males vs females (1704 *vs* 901). 

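Hsd11b1, the enzyme that turns inactive into active glucocorticoid, was male-biased in 3 tissues. It was at 13.05 ± 0.53 (SD, n = 4) in male and 10.51 ± 0.36 (SD, n = 5) in female liver, a log2 difference of 2.54 with adjusted p = 0.00332 from limma. In the adipose and kidney the differences were 1.25 and 1.34 (adjusted p = 0.0203 and 0.0436), and the arrays of the sexes overlapped in the kidney alone. Akr1b7, an aldo-keto reductase, was female-biased in the liver, at 4.75 ± 2.62 (SD, n = 4) in males and 13.29 ± 0.18 (SD, n = 5) in females, and in the kidney. Its log2 differences were -8.54 and -6.81 (adjusted p = 0.00681 and 0.00125), without overlap of the arrays. Wherever they were SDE, 1379 probesets were higher in males and 700 higher in females, which makes 66.3% male-biased. Among probesets SDE in several tissues, 75 were always male-biased and 27 always female-biased. Of all SDE probesets, 2043 (94.0%) were also expressed without such a difference in another tissue.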

For probesets that were SDE in multiple tissues, the difference was 131 *vs* 52. By contrast to somatic tissues, 69.1% of the probesets expressed in either the testes and ovary were differentially expressed between these organs.

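Star, which carries cholesterol into the mitochondrion, was at 8.02 ± 0.61 (SD, n = 4) in the testes and 14.68 ± 0.16 (SD, n = 5) in the ovary. Cyp11a1, which cleaves the side chain of cholesterol, was at 8.85 ± 0.34 (SD, n = 4) and 14.13 ± 0.09 (SD, n = 5). The log2 differences, testes minus ovary, were -6.66 and -5.28, with adjusted p = 9.66e-08 and 1.12e-08 from limma. Akr1c3, an aldo-keto reductase of steroids, had a difference of -12.66, and Scarb1, a receptor for lipoprotein cholesterol, -7.28. Higher in the testes were Nr0b1, a nuclear receptor of steroidogenic organs (4.54), and the mitotic genes Plk1 (4.86) and Ccnb1 (4.61). Cyp17a1, an enzyme of androgen synthesis, was at 10.25 ± 0.78 (SD, n = 4) in the testes and 9.32 ± 2.04 (SD, n = 5) in the ovary and did not pass (adjusted p = 0.493). By the criteria used for sex, 8712 of 12073 expressed probesets (72.2%) differed, 3825 of them higher in the testes and 4887 in the ovary. The comparison is between organs of different cell content as well as between sexes.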

### SDE probesets have distinct characteristics

26% of all expressed non-SDE probesets were expressed in all tissues, compared to only 9% of SDE probesets (without dimorphism in most tissues). This difference seems sensible, since many ubiquitous genes carry out housekeeping activities, equally necessary in both sexes, all tissues.

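Fdft1, which encodes squalene synthase of the cholesterol pathway and was chosen after its values were seen, was expressed in all 26 tissues and SDE in 4. It was at 8.46 ± 0.19 in the male and 7.25 ± 0.27 in the female pituitary (SD, n = 5 each), a log2 difference of 1.21 with adjusted p = 0.00165 from limma. In the adrenal and duodenum it was higher in males by 1.22 and 1.01 (adjusted p = 0.0125 and 0.00445), and in the kidney lower, with a difference of -1.35 (adjusted p = 0.00494). Arrays of the sexes did not overlap in any of the 4 tissues, and its other probeset was not SDE in the pituitary and duodenum. Like Fdft1, 221 of the 2174 SDE probesets (10.2%) were expressed in all tissues. Among the 16833 expressed probesets that were not SDE, 4167 (24.8%) were. Expression in a single tissue was found for 125 SDE probesets (5.75%) and 2455 of the others (14.6%), with Fisher's exact p = 2.36e-35 across probesets, which are not independent replicates.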

15% of all non-SDE probesets were expressed in a single tissue, compared to only 8% of SDE probesets. This difference is harder to rationalize, but together these observations confirm that, as a population, SDE probesets are distinct from non-SDE probesets. Together, these observations indicate that SDE probesets represent a discrete subset of genes with a distinct distribution and distinct functional characteristics.

### Identification of genes with ubiquitous sexually dimorphic expression

Only six probesets were SDE in a majority of tissues (i.e. more than 13 out of 26). They stood out from other probesets that were SDE in a maximum of 4 tissues, since they were SDE in a minimum of 19 tissues. All six probesets showed consistent sex bias (i.e. were biased in the same direction in all tissues), and all showed the same direction of bias even in tissues where they failed to meet all threshold criteria applied in this analysis; in effect, they were ubiquitously SDE.

Five of these probesets were expressed preferentially (essentially exclusively) in females, and all mapped to the *Xist* gene, which is involved in the inactivation of the X chromosome [8]. 

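Xist RNA, which coats the inactive X chromosome, was at 2.38 ± 0.15 in male and 9.96 ± 0.67 in female brain on 1 probeset (SD, n = 5 each). Eif2s3y, on the Y chromosome, was at 10.17 ± 0.20 in the male and 2.78 ± 0.18 in the female kidney (SD, n = 5 each). Their log2 differences of -7.58 and 7.39 had adjusted p = 5.45e-06 and 2.44e-09 from limma, and no arrays overlapped. The Xist probesets were SDE in 19 to 22 of the 26 tissues and Eif2s3y in 23, and their direction was the same in all 26. Eif2s3y did not pass in the aorta, bone marrow and heart, where its differences of 4.70, 4.13 and 4.64 had adjusted p = 0.877, 0.891 and 0.815. These tissues held the 4 arrays, of 234, whose Xist and Eif2s3y were at odds with their label. The array labelled aorta male 3 had Eif2s3y at 3.65 and Xist, as the mean of its 5 probesets, at 8.56, and the array labelled heart male 5 had 3.04 and 8.61. In the bone marrow, the array labelled male 5 had Eif2s3y at 6.04 and Xist at 7.64, and the array labelled female 2 had 8.43 and 7.25. All other male arrays had Eif2s3y between 8.71 and 11.26 and Xist between 2.32 and 6.77. The 4 arrays were also left out, a choice made after they were seen. Eif2s3y was then SDE in the aorta (5.85, adjusted p = 0.000398) and bone marrow (5.99, adjusted p = 0.0306). In the heart it then had adjusted p = 0.110. All 4 were kept under their labels everywhere else.

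**Figure D1:**
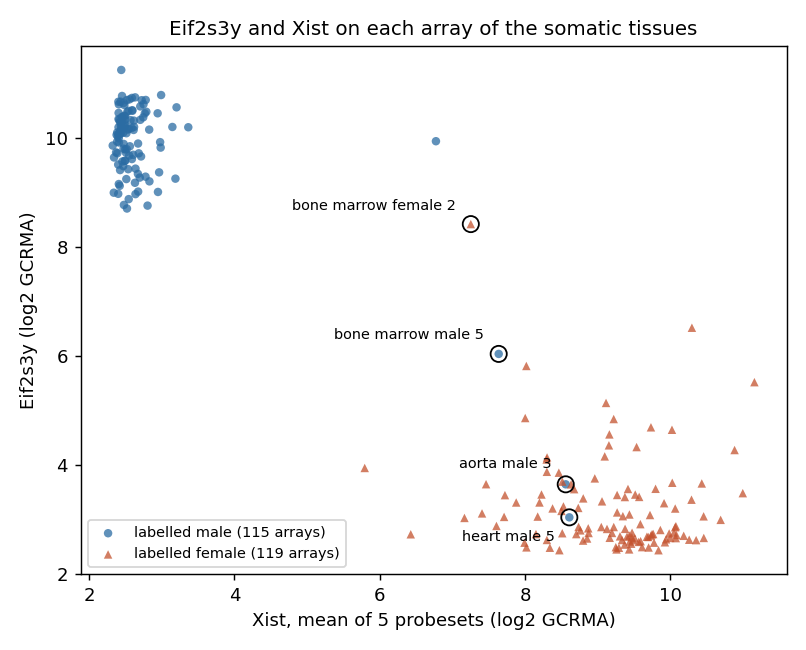
Eif2s3y against Xist on each of the 234 somatic arrays, in log2 units, with male and female arrays marked. The 4 arrays named with their tissue lie away from the group of their labelled sex.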

The sixth probeset was expressed preferentially (essentially exclusively) in males, and mapped to the gene *Eif2s3y*, a eukaryotic translation initiation factor subunit encoded on the Y chromosome. 

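Eif2s3x, the X-linked gene for a subunit of the factor that brings initiator tRNA to the ribosome, was at 7.92 ± 0.22 in the male and 9.46 ± 0.09 in the female pituitary (SD, n = 5 each). This log2 difference of -1.54 (standard error 0.10, adjusted p = 0.000115 from limma), without overlap of the arrays, was the largest of any tissue and the only one above 2-fold. The female mean of Eif2s3x was higher in 26 of 26 tissues, with differences from -1.54 to -0.37. At an adjusted p under 0.05, its difference passed in 8 tissues: the adipose, duodenum, ileum, jejunum, kidney, liver, pituitary and thyroid. Averaged over the tissues of each animal, apart from the adrenal, bone marrow and pituitary, whose samples carry other sample numbers in the supplement, Eif2s3x was higher in females by 0.70, which is 1.62-fold. All 5 females lay above all 5 males (exact permutation test, two-sided p = 0.00794, the smallest that these animals allow). Xist and Eif2s3y placed 4 arrays of the aorta, heart and bone marrow at odds with their labels. All 4 enter the values by tissue, and those of the aorta and heart also enter the average over animals.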

*Eif2s3x*, a homologue on the X chromosome [9], was significantly more highly expressed in four tissues in the female, with a trend towards higher female expression in all tissues, averaging 1.7-fold (p-value for difference between male and female expression of Eif2S3x for all tissues <0.0001) (Fig. 1).

**Figure 1:**
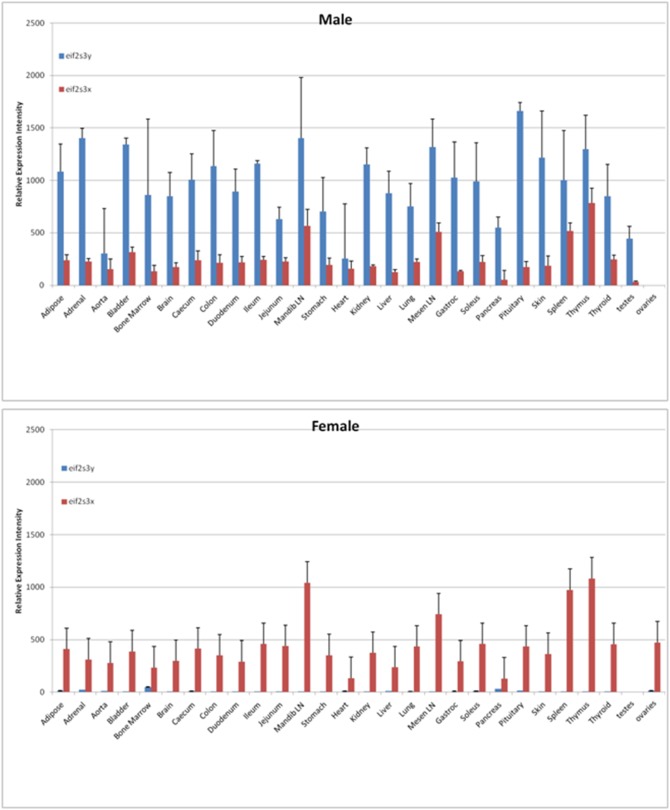
Expression of *Eif2s3x* and *Eif2s3y* in male and female rat tissues. Expression level is relative to the mean expression of the probeset across all tissues both sexes. Error bars represent standard deviations.

### Hierarchical clustering of SDE probesets

Two-way hierarchical clustering of the male:female expression ratios of SDE probesets was carried out (Fig. 2). 

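Sct, which encodes the hormone secretin, was higher in males along the upper gut, by 3.03 in the duodenum and 1.77 in the jejunum (adjusted p = 0.0143 and 0.0258 from limma). In the jejunum it was at 6.76 ± 0.14 (SD, n = 4) in males and 4.99 ± 0.39 (SD, n = 5) in females. Tsku, which encodes a secreted leucine-rich protein, differed by 1.72 and 1.20, and Errfi1, an inhibitor of the EGF receptor, by 1.51 and 1.22. Apart from Xist and Eif2s3y, these 3 genes were the only ones SDE in both segments. Ward clustering of the log2 differences of 2168 probesets set the liver apart from the other 25 tissues, and the first pair joined was colon and ileum. By correlation, duodenum and jejunum were the closest of 325 pairs of tissues (r = 0.69 across probesets, which are not independent replicates). The median pair had r = 0.075 and the lowest pair -0.247.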

Only weak clustering of tissues was seen, with the greatest similarity observed between the duodenum and jejunum. Tissues were weakly divided into two large groups, with the GI tract and mesenteric lymph node, heart thymus and soleus in one, and the remaining tissues in the other.

**Figure 2:**
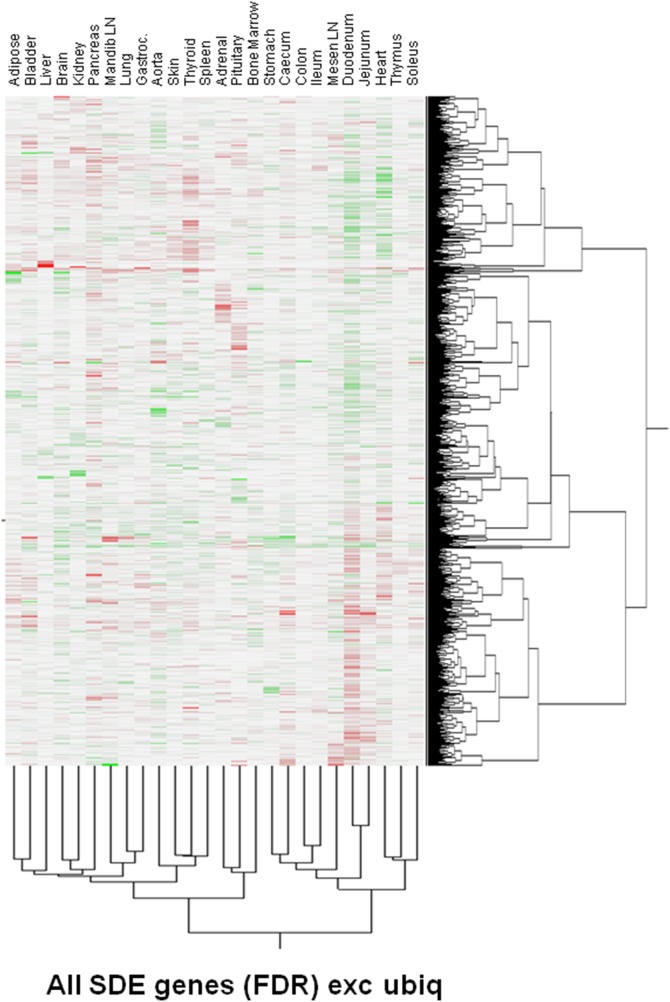
2-way hierarchical clustering of probesets that are SDE in 1–4 tissues. Exc. Ubiq. denotes that the six probesets SDE in 19+ tissues are excluded, as they unduly dominate the clustering of probesets. Colour intensity reflects the –fold difference in expression between males and females: red = more highly expressed in females, blue  =  more highly expressed in males. Colour intensity is globally normalized across all tissues and all included probesets.

Three major clusters of probesets were identified; group 1 consisted of probesets that were broadly male-selective in the GI tract group and female-selective in the other tissue group; group 2 was broadly male-selective, and group 3 female selective. 

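A group of 26 probesets held genes of the male liver, among them Hsd3b5, a steroid dehydrogenase, Cyp2c13, a cytochrome P450, and Slc22a8, an organic anion transporter. Hsd3b5 was at 12.40 ± 0.09 (SD, n = 4) in male and 2.40 ± 0.20 (SD, n = 5) in female liver, a log2 difference of 10.00 with adjusted p = 6.86e-10 from limma. The differences of Cyp2c13 and Slc22a8 were 10.02 and 9.09 (adjusted p = 0.000818 for Cyp2c13), and no male array of the 3 genes overlapped a female array. In this group the median log2 difference was 8.41 in the liver and 0.01 in the duodenum. The largest group, of 1239 probesets, held the duodenal genes Nherf1 and Slc46a1. It also held the renal gene Col24a1 and the liver gene A1bg, both higher in females (-6.50 and -11.67). The group's median was 1.10 in the duodenum, 0.22 in the jejunum and -0.20 in the kidney. Of these 1239, 786 were male-biased and 525 female-biased in some tissue. The remaining 903 probesets, with Fgf13 of the male adrenal and Cnn1 of the female adipose, had medians of 0.28 in the kidney, 0.19 in the pituitary and -0.30 in the duodenum. Of these 903, 661 were male-biased and 264 female-biased in some tissue.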

Within all groups, however, complex combinations of male- and female- selective expression across tissues was evident.

We speculated that clusters of SDE genes may occur in multiple tissues that could not be readily observed by hierarchical clustering. We therefore determined the pattern of SDE probeset sharing between tissues. All occurrences are recorded in Table 2 (region above the diagonal). We then determined the level of enrichment of shared probesets between tissues, i.e. the degree to which the incidence of shared probesets exceeded that which would be expected by chance, given the frequency of SDE probesets in each tisssue (region below the diagonal). 101 probesets were common between the duodenum and kidney with an enrichment factor of 1.3, equating to 30 more probesets than would be expected by chance. 

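Slc22a5, which transports carnitine, was higher in males in the duodenum (8.75 ± 0.70, SD, n = 5, against 6.37 ± 0.85, SD, n = 4) and in the kidney (10.66 ± 0.24 against 9.21 ± 0.42, SD, n = 5 each). Its log2 differences were 2.37 and 1.45, with adjusted p = 0.0223 and 0.0031 from limma. Abcg2, an efflux pump of urate and drugs, was also higher in males in both (1.64 and 1.91). Vdr, the vitamin D receptor, went the other way in the kidney. It was at 9.02 ± 0.25 (SD, n = 5) in male and 7.26 ± 0.71 (SD, n = 4) in female duodenum and at 5.11 ± 0.44 and 6.66 ± 0.13 (SD, n = 5 each) in the kidney, differences of 1.75 and -1.55 (adjusted p = 0.015 and 0.00171). Gpd1, the cytosolic glycerol-3-phosphate dehydrogenase, had 2.07 and -1.63 on 1 probeset, and Slc11a2, which imports iron, was SDE in opposite directions on 1 of its probesets, with overlapping arrays in both tissues. Arrays did not overlap for the other 4 genes, and all 5 were chosen after their values were seen. These genes were among 59 probesets SDE in both tissues, which is 1.26 times the 46.9 expected by a formula adapted from the legend of Table 2. Independent lists among the probesets expressed in both would share 19.5. Without replicate male 3 or female 2 the tissues shared 35 or 36, and without female 1 they shared 72. Both tissues were male-biased for 20 and both female-biased for 2. The other 37 were opposite, 26 of them male-biased in the duodenum.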

31 probesets were common between the adrenal and pituitary with an enrichment factor of 1.8, equating to 14 more probesets than might be expected by chance. 

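Fkbp5, a co-chaperone of the glucocorticoid receptor whose gene glucocorticoids induce, was higher in males in both glands. It was at 8.36 ± 0.41 in male and 6.91 ± 0.29 in female adrenal and at 9.91 ± 0.21 and 7.89 ± 0.12 in the pituitary (SD, n = 5 each). These log2 differences of 1.45 and 2.02 had adjusted p = 0.00735 and 2.24e-05 from limma. Sult1a1, a phenol sulphotransferase, differed by 1.99 and 1.59, and Jam3, an adhesion protein of tight junctions, by 1.81 and 1.44. Dusp1, a phosphatase of MAP kinases, was higher in females in both, with differences of -1.91 and -1.61 (adjusted p = 0.0384 and 0.00234). Arrays of the sexes did not overlap for any of these genes, of which all but Fkbp5 were chosen after their values were seen. In the adrenal, the other probeset of Fkbp5 and that of Dusp1 were not SDE. The difference between the glands was -0.57 for Fkbp5 (adjusted p = 0.168), and it did not pass the test. In all, 22 probesets were SDE in both glands, which is 1.84 times the 12.0 expected by the formula adapted from Table 2. Independent lists would share 2.66. Male bias in both held for 17 and female bias in both for 2.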

Other commonalities were considered too small to be distinguishable from noise. Overall, it appears that there is little commonality in sexually dimorphic gene expression between tissues.

**Table 2:** The incidence of SDE probesets common to pairs of tissues.

	Duodenum	Kidney	Pituitary	Liver	Adrenal	Skin	Adipose	Aorta	Jejunum	Ileum	Pancreas	Bladder	Caecum	Colon
Duodenum	**214**	101	42	46	31	8	11	6	8	1	1	0	0	0
Kidney	1.3	**175**	30	38	21	13	3	1	1	3	0	1	0	0
Pituitary	0.9	0.8	**99**	13	31	3	6	6	0	0	0	0	0	0
Liver	1.1	1.1	0.7	**93**	14	2	5	2	0	0	0	0	0	0
Adrenal	0.8	0.7	1.8	0.9	**82**	5	2	1	1	0	0	0	0	0
Skin	0.6	1.3	0.5	0.4	1	**27**	1	0	0	0	0	0	0	0
Adipose	1	0.3	1.1	1	0.5		**25**	0	0	0	1	0	0	0
Aorta	1		2.2					**13**	0	0	0	0	0	0
Jejunum	2.2								**8**		0	0	0	0
Ileum		2								**4**	0	0	0	0
Pancreas											**1**	0	0	0
Bladder												**1**	0	0
Caecum													**1**	1
Colon														**1**

The number of SDE probesets common to every pair of tissues (regardless of the direction of sex bias) was determined (figures above diagonal). The degree of enrichment in common SDE probesets, compared to what might be expected at random, is shown below the diagonal. This is defined as: actual number of SDE probesets in common/(fraction of SDE probesets in tissue A * fraction of SDE probesets in tissue B * total number of probeset pairs). For probesets that are SDE in 2 tissues, the number of pairs is 1; for 3, 3, and for 4, 6.

### Tissue distribution of SDE probesets

The number of SDE probesets varied widely between tissues (Table 3). The greatest number was seen in the duodenum (1176), with none (other than the ubiquitous Eif2s3y and Xist probesets) seen in 12 out of 26 surveyed tissues. 

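In the duodenum, 705 probesets were male-biased and 151 female-biased at these criteria, with the 6 probesets of Xist and Eif2s3y excluded. Males were higher for Nherf1, a scaffold protein of the brush border, at 7.34 ± 0.75 (SD, n = 5) against 3.27 ± 0.66 (SD, n = 4). Akp3, the duodenal alkaline phosphatase, was at 13.49 ± 0.71 (SD, n = 5) in males and 9.98 ± 1.23 (SD, n = 4) in females. Both genes differed, by 4.07 and 3.52 on the log2 scale, with adjusted p = 0.00351 and 0.013 from limma. Sox4, a transcription factor, was higher in females, with a difference of -1.71 (adjusted p = 0.00342), although its 6 other probesets were not SDE there. None of the 3 genes had overlapping arrays. After the duodenum came the kidney with 325 male-biased and 242 female-biased probesets, the pituitary with 187 and 172, the adrenal with 186 and 83, and the liver with 129 and 121. The adipose had 16 and 39 and the skin 5 and 10, and without 1 array these totals of 55 and 15 ran from 12 to 95 and from 1 to 33. In the skin the balance turned under the methods' test (2 and 0), with adjustment over expressed probesets only (44 and 35) and with 1 fit over all groups (184 and 111). The balance also turned in the kidney and adipose with 3 arrays per sex. After quantile normalization the adrenal had 135 male-biased and 105 female-biased, the pituitary 171 and 185 and the liver 111 and 126. Of the other 19 tissues, 12 had no SDE probeset from limma and 7 had between 1 and 7. Without female array 1, the duodenum had 1029, of which 279 were female-biased. Without male array 3 or female array 2 it had 556 or 559.

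**Figure D2:**
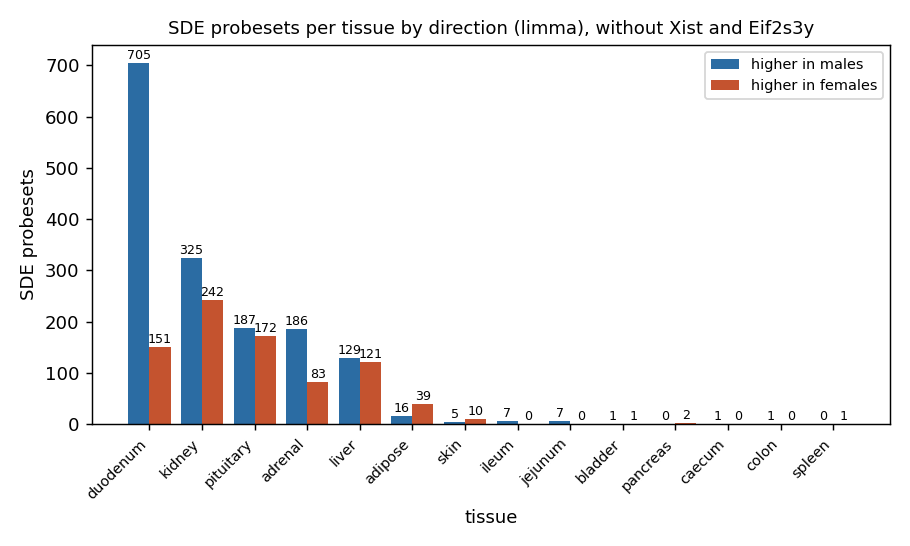
Number of SDE probesets in each somatic tissue, male-biased and female-biased, with the 6 probesets of Xist and Eif2s3y excluded. The duodenum has the most, 705 male-biased and 151 female-biased.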

Although the precise figures are sensitive to the statistical methods used and the thresholds applied, the wide disparity across the range of tissues seen in Table 1 was robust. 

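Slco1a1, an organic anion transporter, was at 11.43 ± 0.42 in male and 2.45 ± 0.03 in female kidney (SD, n = 5 each), a log2 difference of 8.98 with adjusted p = 1.27e-08 from limma. Its counterpart in females was Slc22a7, another organic anion transporter, at 6.09 ± 1.11 and 10.81 ± 0.24 (-4.72, adjusted p = 0.000611). Agt, which encodes angiotensinogen, was at 8.36 ± 0.48 and 4.80 ± 0.70, higher in males by 3.56 (adjusted p = 0.00059). In the adrenal, Hpx, which encodes the heme-binding protein hemopexin, was at 12.54 ± 0.40 in males and 9.30 ± 0.45 in females (SD, n = 5 each), and Hmox1, which degrades heme, was at 4.02 ± 0.51 and 7.35 ± 0.30. Their differences were 3.23 and -3.33 (adjusted p = 0.000565 and 0.000466). Of 20 genes of cholesterol synthesis, 8 were SDE in the adrenal and higher in males, among them Stard4 (2.48) and Msmo1 (1.82). At an adjusted p under 0.05, 11 passed, and 18 when adjusted over the list alone. All 20 differences were positive, with a median of 1.11. Against other probesets the list had adjusted p = 1.43e-13 from camera with a preset correlation, and adjusted p = 0.790 with an estimated correlation.
In the adipose, the smooth muscle genes Actg2, at 6.36 ± 1.94 in males and 11.99 ± 1.07 in females, and Cnn1, at 4.24 ± 0.71 and 9.79 ± 1.28 (SD, n = 5 each), were higher in females. The differences of -5.64 and -5.55 had adjusted p = 0.0461 and 0.0101. Of 20 smooth muscle markers 8 were SDE, all higher in females, and 15 were lower in males when adjusted over the list alone. Their median difference was -1.70 (adjusted p = 1.43e-13 from camera, and adjusted p = 0.993 with an estimated correlation). Whether the share of smooth muscle tissue in the samples differed was not tested. Greb1, an estrogen-induced gene, was at 3.06 ± 0.21 in males and 6.98 ± 0.77 in females, and Cxcl9, an interferon-induced chemokine, was higher in males by 2.06. Each gene named in the kidney, adrenal and adipose had no overlap between the sexes, and other probesets of Stard4 and Greb1 were not SDE. Absence of overlap was part of the rule by which the top genes of a tissue were named. The jejunum and ileum each had 7 SDE probesets, all male-biased. Without 1 array these totals ran from 1 to 11 in the jejunum and from 3 to 11 in the ileum. The methods' test called 0 in the jejunum and 3 in the ileum. In the jejunum the 7 probesets included S100a6, a calcium-binding protein (1.10), Spats2l (1.33, on 1 of its probesets) and Appl2, an adaptor protein of endosomes (1.10). In the ileum Slbp, which binds histone mRNA, differed by 2.04 and Chac2, which degrades glutathione, by 1.20. Exoc5 of the exocyst, Mbtd1, a chromatin protein, and Ndfip2, an adaptor of ubiquitin ligases, differed by 1.09, 1.06 and 1.00. These 5 genes of the ileum were each SDE on 1 of their probesets alone.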

The duodenum, kidney, adrenal, jejunum and ileum showed a clear preponderance of male-biased SDE probesets, whilst the adipose alone had a preponderance of female-biased SDE probesets. Similar numbers of each were seen in the pituitary, liver, skin and aorta.

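Klk1b3, a kallikrein, was at 4.70 ± 1.18 in the male and 12.35 ± 0.27 in the female pituitary (SD, n = 5 each), and Gal, which encodes the neuropeptide galanin, at 3.59 ± 0.80 and 8.83 ± 1.31. These log2 differences of -7.65 and -5.24 had adjusted p = 0.000122 and 0.00232 from limma. Nr4a1, an immediate early gene, was at 7.29 ± 0.56 in males and 10.80 ± 0.90 in females, and Egr1 and Fos were lower in males too, with differences of -2.91 and -2.78. Of 27 immediate early genes 8 were SDE in the pituitary, all higher in females. When adjusted over the list alone, 11 were higher in females and 3 in males. Their median was -0.08 (adjusted p = 0.0132 from camera, and adjusted p = 0.993 with an estimated correlation). In the skin, Akr1c14, which reduces active steroids, was at 5.80 ± 0.44 (SD, n = 4) in males and 9.34 ± 0.80 (SD, n = 5) in females, and Cfd, the adipocyte protein adipsin, at 10.98 ± 0.45 and 12.63 ± 0.09. The differences were -3.54 and -1.65 (adjusted p = 0.0414 and 0.0383). No male array overlapped a female array for any of these 7 genes, and another probeset of Fos was not SDE. With the array labelled aorta male 3 included, limma called no SDE probeset in the aorta, although 50 differed above 2-fold at an unadjusted p under 0.05. The methods' test called 0 in the aorta and 2 in the skin.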

**Table 3:** The incidence of SDE probesets by tissue.

	#SDE probesets that are expressed in one tissue, one sex		#SDE probesets that are ubiquitous in other tissues*		Total #SDE probesets*	
	Higher in:		Higher in:		Higher in:	
Tissue	M	F	M	F	M	F
Duodenum	8	1	79	39	896	274
Kidney	26	29	58	24	424	260
Pituitary	12	21	14	16	221	203
Adrenal	19	6	23	10	234	112
Liver	18	15	14	14	164	160
Adipose	0	1	0	6	27	65
Skin	2	3	5	1	31	30
Aorta	0	0	0	1	18	19
Jejunum	0	0	2	0	11	0
Ileum	0	0	2	0	11	0
Pancreas	0	0	0	0	0	2
Bladder	0	0	0	0	1	1
Caecum	0	0	0	0	1	0
Colon	0	0	0	0	1	0

Tissues are ranked according to the total number of SDE probesets they express.

*Six probesets corresponding to *Eif2s3y* and *Xist* are excluded.

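In the spleen, Cfp, which encodes the complement protein properdin, was at 10.71 ± 0.11 (SD, n = 3) in males and 11.80 ± 0.15 (SD, n = 5) in females, a log2 difference of -1.09 with adjusted p = 0.0455 from limma. It was the only SDE probeset of that organ, and the call was lost under the methods' test and without any 1 of 7 of the 8 arrays, at adjusted p up to 0.203. Slc39a8, a zinc transporter, was at 8.23 ± 0.19 in male and 5.57 ± 0.25 in female bladder, and Fgf1, a fibroblast growth factor, at 7.75 ± 0.22 and 9.51 ± 0.25 (SD, n = 4 each). Their differences were 2.66 and -1.75 (adjusted p = 0.00325 and 0.0386). In the pancreas the SDE genes were Akr1c14 (-3.66) and the kinase Tlk2 (-1.23), and in the caecum and colon an unnamed probeset (4.72 and 4.96). Male and female arrays did not overlap in any of these. Cfp, Fgf1, Akr1c14 and Tlk2 have other probesets, none of them SDE in the same organ. In 12 other tissues limma called none: the aorta, bone marrow, brain, gastrocnemius, heart, lung, mandibular and mesenteric lymph node, soleus, stomach, thymus and thyroid. At an unadjusted p under 0.05, between 17 probesets (brain) and 89 (thyroid) of these tissues differed above 2-fold, and the methods' test also called 0 in each. In the gastrocnemius, with 2 male arrays, and in the soleus, with 3, fewer arrays limit the precision.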

There were no SDE probesets (other than the six excluded) in the following tissues: Thyroid, Gastrocnemius, Stomach, Heart, Soleus, Mandibular lymph node, Mesenteric lymph node, lung, Spleen, Thymus, Bone marrow, Brain.

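Fshb, the beta subunit of follicle-stimulating hormone, was expressed in the pituitary alone. It was at 12.10 ± 0.13 in males and 7.91 ± 1.57 in females (SD, n = 5 each), a log2 difference of 4.19 with adjusted p = 0.00723 from limma. Slc22a2, an organic cation transporter, was restricted to the kidney (11.79 ± 0.20 in males and 9.36 ± 0.44 in females, SD, n = 5 each), as was Slc22a13, a transporter of urate and nicotinate (4.03 ± 1.97 and 9.58 ± 0.74). Their differences were 2.43 and -5.55 (adjusted p = 0.00022 and 0.00523). Elovl3, which elongates very long chain fatty acids, was restricted to the skin, at 11.18 ± 0.34 (SD, n = 4) in males and 9.48 ± 0.34 (SD, n = 5) in females (1.70, adjusted p = 0.0414). No male array overlapped a female array. By tissue, SDE probesets expressed nowhere else numbered 44 in the kidney, 28 in the liver, 25 in the pituitary, 17 in the adrenal and 7 in the duodenum. The skin had 3 and the adipose 1.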

161 SDE probesets were expressed in a single tissue, i.e. they were not expressed with or without sex bias in any other tissue. The corresponding genes likely carry out organ-specific, sex biased functions.They may therefore be of particular interest for further investigation, and can be identified in appendix 1.

Most SDE probesets were also expressed without sex bias in multiple other tissues. This indicates that sexually dimorphic expression of genes is, in most cases, tissue-specific.

Ubiquitously-expressed genes were less likely than other genes to be SDE (6.17% *vs* 17.1%). This concords with the common sense expectation that many are housekeeping genes with an essential role in both sexes.

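Dpp7, a lysosomal peptidase, was expressed in all tissues and SDE in the pituitary and adrenal, and it was chosen after its values were seen. It was at 9.43 ± 0.08 in the male and 10.48 ± 0.33 in the female pituitary and at 7.02 ± 0.20 and 8.61 ± 0.15 in the adrenal (SD, n = 5 each). The log2 differences of -1.05 and -1.58 had adjusted p = 0.00382 and 0.000247 from limma, without overlap of the arrays. Of the 4388 probesets expressed in all tissues, 5.04% were SDE, against 13.4% of the 14619 others. The odds ratio was 0.344 (Fisher's exact p = 1.96e-60, across probesets). SDE probesets expressed in all tissues were most numerous in the duodenum, with 66 male-biased and 18 female-biased, and in the kidney, with 44 and 22. At their highest, SDE probesets had a median level of 10.1 and the others 9.41.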

To enable the distribution of SDE probesets in specific tissues to be better visualised, MA plots (log_2_ male:female expression ratio plotted against log_2_ mean expression intensity) [10] were generated, with examples shown in Fig. 3. These plots illustrate how the combined threshold, q-value and -fold change cutoffs together identify probesets that are robustly SDE in these representative tissues. Probesets differentially expressed in 10 or more tissues (i.e. those representing *Xist* and *Eif2s3y)* are represented by larger markers, and are seen at the extremes of the y-axis in each tissue. These probesets fail to be flagged as SDE in the heart since they do not achieve the necessary q-value, but nevertheless exhibit an expression level and sex ratio consistent with sexually-dimporphic expression. These plots illustrate how the distribution of SDE probesets differs between tissues; those in the duodenum mostly exhibit moderate -fold differences between the sexes, whilst larger differences are seen for liver and kidney -specific SDE probesets, where well-characterised genes with sex-specific expression are known to occur [11], [2].

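Eif2s3y was at 7.99 ± 3.33 (SD, n = 4) in the male and 3.34 ± 0.16 (SD, n = 3) in the female heart. Of the 4 male arrays, 3 were between 9.28 and 10.33, and the array labelled heart male 5 was among the females. Its Eif2s3x was 9.07, against 8.09 to 8.74 on the other male and 8.75 to 9.19 on the female arrays. With this array left out the Eif2s3y difference was 6.29, and 1 of the 6 probesets was SDE. No other probeset of the heart passed in limma, while 33 differed above 2-fold at an unadjusted p under 0.05. The methods' test also called 0.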

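Dhrs7l1, a short-chain dehydrogenase, was at 13.21 ± 0.22 in male and 2.35 ± 0.02 in female kidney (SD, n = 5 each) and had a log2 difference of 10.85 there and 10.58 in the liver (adjusted p = 5.33e-11 and 4.69e-10 from limma). Akr1c13, a dihydrodiol dehydrogenase, differed by 7.81 in the kidney. In the duodenum, Rab30, a GTPase of the Golgi, differed by 3.85 and Gch1, which makes tetrahydrobiopterin, by 3.80 (adjusted p = 0.0204 and 0.00322). None of these 4 genes had overlapping arrays, and the other probeset of Rab30 was not SDE in the duodenum. Among SDE probesets the median size of the log2 difference was 1.36 in the duodenum, 1.43 in the kidney and 1.76 in the liver. Above 8-fold were 24 probesets of the duodenum (2.80%), 66 of the kidney (11.6%) and 74 of the liver.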

**Figure 3:**
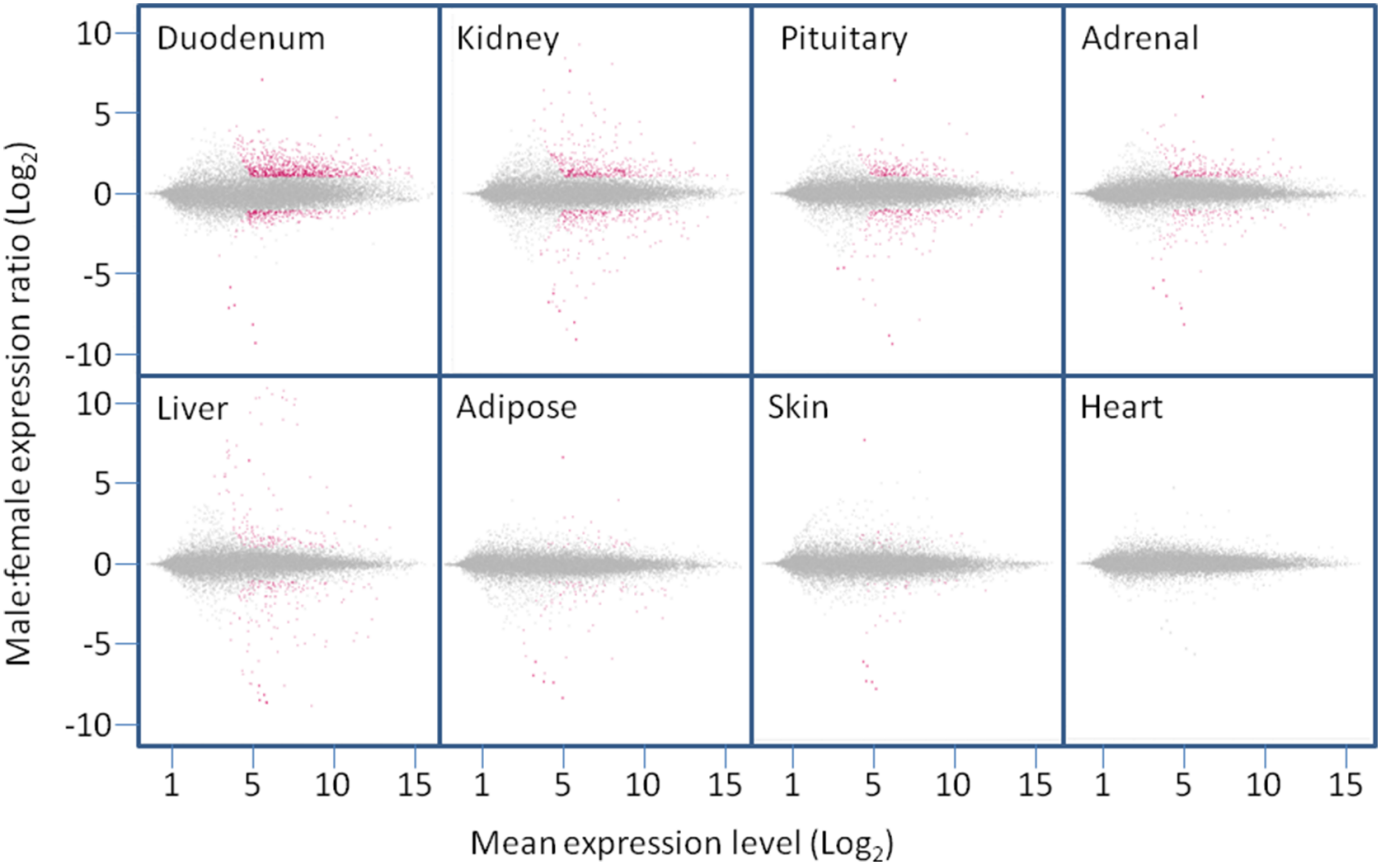
Mean Average (MA) plots for selected somatic rat tissues. The log_2_ of the M:F expression ratio is plotted against the log_2_ of the mean average (both sexes) expression level. Probesets meeting the criteria for sexually dimorphic expression in the specific tissue are coloured red, the remainder grey. Probesets that are SDE in more than 10 tissues (the six probesets representing Eif2s3y and Xist) are represented by larger markers. The male and female expression levels of these probesets are well conserved across tissues, even though differences between the sexes are not always statistically significant, for example in the heart.

### Analysis of SDE probesets in the duodenum

We were struck by the high incidence of SDE probesets in the duodenum. Several approaches were used to rule out the possibility that these were artefactual. Firstly, gene expression plots were generated for every possible pair of duodenum samples. Consistently higher correlation coefficients were seen for same-sex pairs (0.860+/−0.09, mean +/−S.D.) than different-sex pairs (0.429+/−0.09) (Student’s T-test p-value <0.0001). 

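Across the 10453 probesets expressed in the duodenum, same-sex pairs of arrays had a mean correlation of 0.938 ± 0.036 (SD of 16 pairs) and different-sex pairs 0.858 ± 0.032 (SD of 20 pairs). Male pairs averaged 0.952 and female pairs 0.916. The difference of 0.080 was the largest of all 126 splits of the 9 arrays, of which the next gave 0.0617 (exact permutation test, one-sided p = 0.00794, the smallest possible). Over the SDE probesets of the duodenum, which include Nherf1, Akp3 and Cybrd1 and were chosen for their difference, the means were 0.951 and 0.736. After each probeset was centred on its own mean, same-sex pairs had 0.339 and different-sex pairs -0.484. Cybrd1, an iron reductase of the brush border, was at 12.38 ± 0.26 in males and 9.08 ± 1.55 in females.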

Secondly, hierarchical clustering showed a clear clustering of same-sex duodenum samples, and separation between the sexes (Fig. 4a). 

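Ward clustering of all probesets expressed in the duodenum gave a branch of the male arrays 1 to 5 and a branch of the female arrays 1, 2, 3 and 5. The SDE probesets alone, which had been chosen by sex, gave the same branches. Slc46a1, the folate transporter of the upper intestine, was at 8.26 ± 0.51 (SD, n = 5) in males and 4.50 ± 0.93 (SD, n = 4) in females, with no overlap of the arrays (log2 difference 3.76, adjusted p = 0.00412 from limma). Female array 1 stood apart in genes of the muscle wall: the median of 20 smooth muscle markers was 12.4 on it and between 10.2 and 10.9 on the other 8 arrays.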

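Nherf1, Slc46a1 and Slc5a1, the sodium-glucose transporter of the gut, were male-biased in the duodenum and differed more there than in the jejunum. The difference between the segments was 3.52 (standard error 0.61, adjusted p = 0.0189 from limma) for Nherf1, 2.86 (standard error 0.49, adjusted p = 0.0189) for Slc46a1 and 3.18 (standard error 0.65, adjusted p = 0.0409) for Slc5a1. Between duodenum and ileum it was 3.68 for Nherf1 (adjusted p = 0.00253) and 3.06 for Cybrd1 (adjusted p = 0.0192). Of the 856 SDE probesets of the duodenum, 801 (93.6%) had the same sign in the jejunum, 609 in the ileum and 331 in the kidney. Male-biased probesets had a median log2 difference of 1.40 in the duodenum and 0.36 in the jejunum, and female-biased ones -1.19 and -0.39. All of them, the named genes included, were chosen for a difference above 2-fold in the duodenum. A smaller difference in another tissue follows in part from that choice. The correlation across these probesets, which are not independent replicates, was 0.72 with the jejunum, 0.35 with the ileum and -0.16 with the kidney. Against 100 regroupings of the animals, which moved the sex labels in both tissues together, the permutation p was 0.0396, 0.119 and 0.297, two-sided. Such regroupings gave a median of 0.31 and at most 0.74 in the jejunum. Without 1 replicate the correlation ran from 0.659 to 0.762 with the jejunum and from 0.185 to 0.435 with the ileum. With the kidney it ran from -0.204 to -0.0982. The jejunum lost its call without female replicate 3, and the ileum gained one without male replicate 1. From pairs and clustering of the duodenal arrays, and from a weaker difference in the jejunum and ileum and none alike in the kidney, the paper reasons that the SDE probesets of the duodenum are genuine.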

Thirdly, probesets identified as SDE in the duodenum tended to have a similar but less pronounced dimorphic scew in the adjacent jejunum, less again in the nonadjacent ileum, and no similar dimorphism in an unrelated organ, the kidney (Fig. 4b–d). Together, these observations support the conclusion that the probesets identified as SDE in duodenum are genuinely SDE.

**Figure 4:**
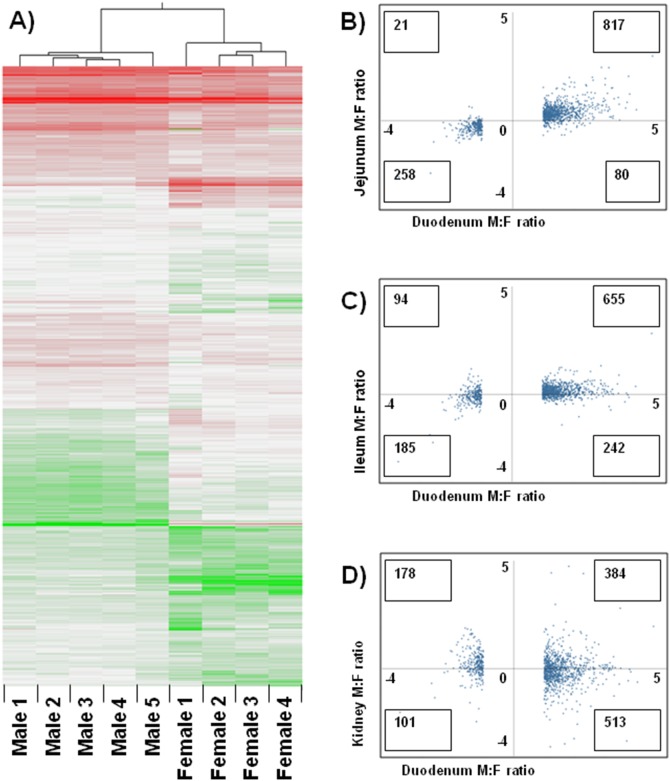
Evidence that SDE probesets in the duodenum are genuine. A) Hierarchical clustering shows that SDE probesets in the duodenum are consistently biased in individual animals according to sex, such that same-sex samples cluster, and the two sexes segregate. B) Probesets identified as SDE in the duodenum have a similar sex bias in the adjacent jejunum, even though the majority fail to pass the criteria for sexually dimorphic expression in the jejunum. C) They also show the same bias, albeit weaker, in the ileum, a nonadjacent section of the small intestine. D) By contrast, they show no correlated sex bias in the kidney.

### Identification of SDE genes and networks

We hypothesized that multiple SDE genes within a tissue may function together to create a sexually dimorphic phenotype. We therefore sought to identify such networks in the liver and duodenum by way of example, using the Ingenuity Pathway Analysis (IPA) software.

330 SDE probesets were identified in the liver, mapping to 271 genes in IPA. Notable molecules included multiple p450 CYP molecules, with *CYP2C9*, *CYP3A4*, *CYP2A12* and *CYP4A22* more highly expressed in the male, and *CYP2C12* more higly expressed in the female. 

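Cyp2c11, a male-specific cytochrome P450 of rat liver, was at 13.87 ± 0.06 (SD, n = 4) in males and 3.45 ± 2.09 (SD, n = 5) in females, where array 1 had 7.14 and the other 4 between 2.23 and 2.98. Cyp3a2 was at 13.94 ± 0.26 and 4.36 ± 1.89, Cyp2a2 at 12.87 ± 0.12 and 4.18 ± 1.81, and Cyp4a8 at 7.51 ± 0.56 and 2.25 ± 0.17. Cyp2c12, the steroid sulphate hydroxylase of female liver, was at 9.90 ± 1.23 (SD, n = 4) in males and 14.29 ± 0.14 (SD, n = 5) in females. The log2 differences were 10.42, 9.58, 8.68, 5.26 and -4.40, with adjusted p = 0.00161, 0.00156, 0.00195, 2.06e-05 and 0.00442 from limma, and no arrays overlapped. A second probeset of Cyp4a8 was not SDE. Cyp4a3 did not differ by the test (-0.21, adjusted p = 0.769). Of 42 cytochrome P450 genes, 7 were SDE and higher in males and 3 higher in females, with a median near 0 (-0.00). When adjusted over the list alone, 13 were higher in males and 7 in females.
Genes known to follow the male pattern of growth hormone secretion, in a list of 14, were all higher in males, with a median of 8.55, and 12 were SDE. Of 15 genes of the female pattern all were higher in females, with a median of -4.41, and 11 were SDE. When adjusted over the list alone, 14 of each list passed. The lists had adjusted p = 1.98e-27 and 4.12e-22 from camera with a preset correlation, and adjusted p = 0.143 and 0.0840 with an estimated correlation.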

Several other catabolic enzymes, including sulphotransferases and dehydrogenases were also SDE. 

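Sult1e1, the estrogen sulphotransferase, was at 13.70 ± 0.29 (SD, n = 4) in male and 3.83 ± 1.17 (SD, n = 5) in female liver. Sult2a2, a hydroxysteroid sulphotransferase, was at 4.05 ± 0.95 (SD, n = 4) and 11.36 ± 1.73 (SD, n = 5). On the log2 scale they differed by 9.87 and -7.32, with adjusted p = 8.5e-05 and 0.00633 from limma. Sult1c3 was higher in males (4.60) and Sult2a6 higher in females (-3.35), so that 4 of 14 sulphotransferases were SDE, 2 in each direction. When adjusted over the list alone, 4 were higher in males and 2 in females. Among dehydrogenases, Rdh16, which oxidises retinol, was higher in males by 5.43, and Aldh1b1, a mitochondrial aldehyde dehydrogenase, was higher in females (-1.63, adjusted p = 0.0244). Of 56 dehydrogenases 4 were SDE in males and 1 in females, and adjusted over the list alone 9 and 5 passed. None of the 6 genes named here had overlapping arrays.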

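Lifr, the receptor for leukemia inhibitory factor, was at 2.32 ± 0.03 (SD, n = 4) in male and 8.98 ± 1.03 (SD, n = 5) in female liver on 1 probeset, and a second probeset moved the same way. Igfbp2, a binding protein of insulin-like growth factors, was at 3.62 ± 0.07 (SD, n = 4) and 8.47 ± 1.00 (SD, n = 5). Differences of -6.66 and -4.85 had adjusted p = 0.000382 and 0.00192 from limma and no overlap of the arrays. Igfbp1, of the same family, did not pass (-0.79, adjusted p = 0.553). Irf1, a transcription factor of the interferon response, was at 7.93 ± 0.53 in males and 9.08 ± 0.42 in females, a difference of -1.15 with adjusted p = 0.109, although its arrays did not overlap. Ifngr2, the second chain of the interferon gamma receptor, had -0.91 (adjusted p = 0.0382) on 1 probeset and -1.11 (adjusted p = 0.0888) on the other, and neither met all criteria, although both did without female array 2. In the duodenum Ifngr2 was SDE on 1 probeset and higher in males (1.69, adjusted p = 0.0107).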

Several female-biased genes associated with immune function were also noted, including *IRF1*, *IGIFBP*, *IL-13Ra1*, *IFNGR2*, and *LIFR*. The top two diseases associated with the genes were gastrointestinal disease and hepatic system disease (7 molecules each, p-value 7.33E-3-4.52E-2). The top three molecular/cellular functions were Lipid Metabolism (12 molecules, p-value 7.33E-3-4.52E-2), Molecular Transport (11 molecules, p-value 7.33E-3-4.52E-2) and small molecule biochemistry (13 molecules, p-value 7.33E-3-4.52E-2). The top three associated networks were Lipid Metabolism, Small Molecule Biochemistry, Molecular Transport; Lipid Metabolism, Small Molecule Biochemistry, Gastrointestinal Disease, and Drug Metabolism, Lipid Metabolism, Molecular Transport. The top network, extended to include other liver SDE genes, is shown in Fig. 5. This network indicates that HNF4A* is a key SDE gene, functionally associated with several others. 

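Hnf4a, a nuclear receptor of hepatocyte genes, was lower in male liver on 2 of its 3 probesets. On these it was at 8.68 ± 0.41 (SD, n = 4) in males and 9.76 ± 0.19 (SD, n = 5) in females, and at 7.89 ± 0.31 and 9.02 ± 0.22. The log2 differences were -1.08 and -1.12, with adjusted p = 0.0311 and 0.0149 from limma. The first of these calls was lost without any 1 of 8 of the 9 arrays, at adjusted p up to 0.0805, and the second was kept without any 1 array. The third probeset had the highest signal and no call: 11.92 ± 0.30 in males and 12.06 ± 0.06 in females (-0.14, adjusted p = 0.716). From the networks it identified among the SDE genes, the paper proposes that SDE genes may be regulated and act together in the liver.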

The network also identifies *NR1/2* and *PPARA* as potential common regulatory nodes, although they are not SDE. 

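Nr1i2, the pregnane X receptor, was at 8.64 ± 0.25 (SD, n = 4) in male and 9.09 ± 0.32 (SD, n = 5) in female liver, a log2 difference of -0.46 that did not pass the test (adjusted p = 0.334 from limma). The probeset of Ppara, a fatty acid receptor, was at 2.70 ± 0.72 and 2.89 ± 1.10, and it was below the expression threshold in all 26 tissues. Among the lipid genes, Cd36, a fatty acid transporter, was SDE and higher in females, with a difference of -4.41.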

The identification of these networks suggests that SDE genes may be regulated, and act in concert, in the liver. These networks may partly account for known differences between male and female liver function.

**Figure 5:**
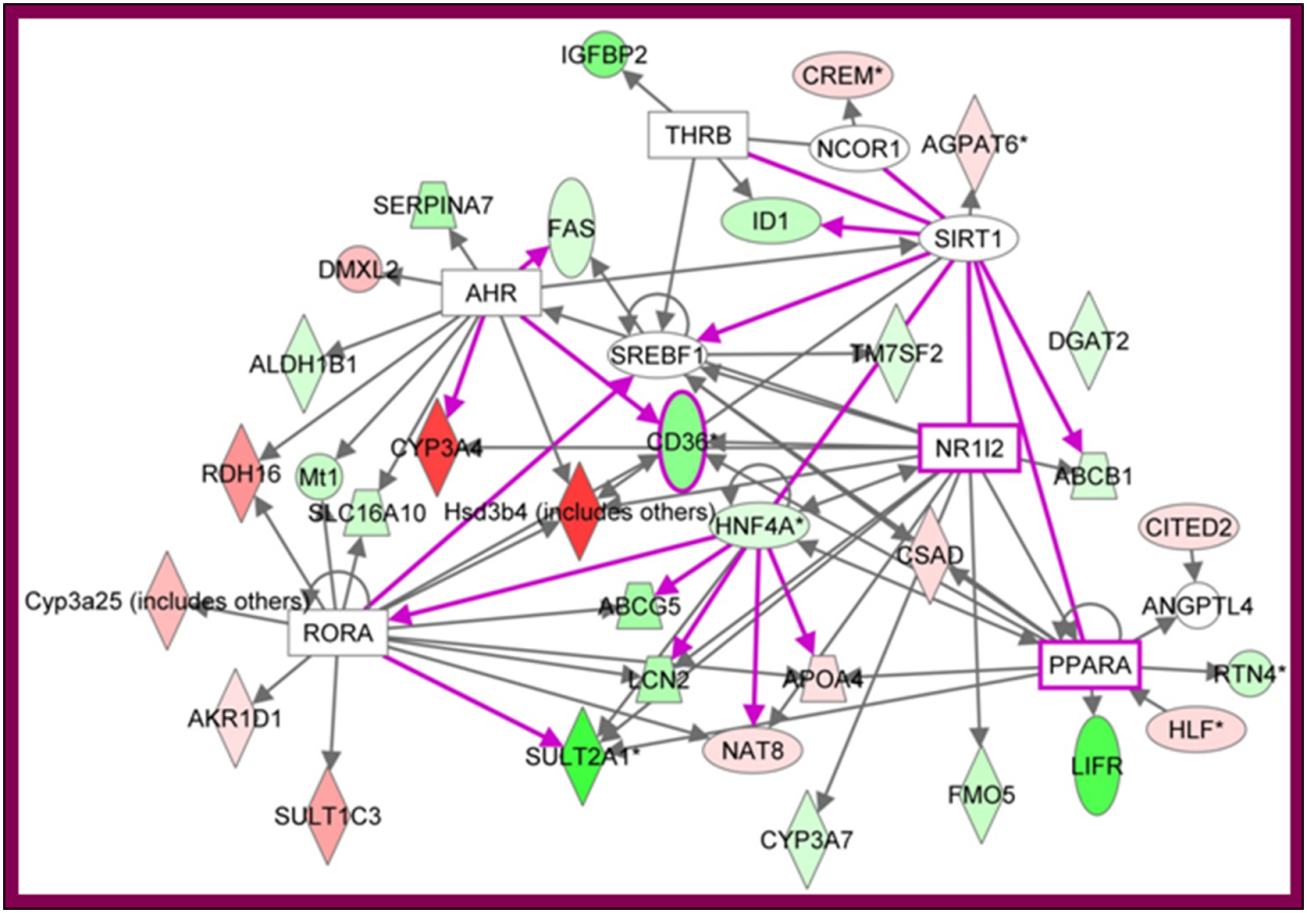
Ingenuity Pathway Analysis network based on SDE probesets in the liver. Numbers below each gene symbol indicate the mean log_2_–fold difference between male and female samples. Genes preferentially expressed in males are red, and in females green.

1176 SDE probesets were identifified in the duodenum, mapping to 994 genes in IPA. These appeared to be quite functionally diverse. 

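Apoa4, an apolipoprotein secreted by enterocytes, was at 13.77 ± 0.82 (SD, n = 5) in male and 10.84 ± 0.88 (SD, n = 4) in female duodenum, and Slc5a1 at 9.41 ± 0.89 and 6.12 ± 0.52. The log2 differences of 2.93 and 3.29 had adjusted p = 0.0152 and 0.00716 from limma, and the arrays did not overlap. Of 32 enterocyte genes 14 were SDE, all higher in males, and 21 were higher when adjusted over the list alone. Their median was 1.16 (adjusted p = 6.18e-10 from camera, and adjusted p = 0.993 with an estimated correlation). Some genes of MHC class II were also SDE and higher in males. Cd74, the invariant chain of MHC class II, was at 12.90 ± 0.40 (SD, n = 5) in males and 11.49 ± 0.28 (SD, n = 4) in females, and RT1-Ba, an alpha chain, at 11.03 ± 0.79 and 8.96 ± 0.31. Of 8 MHC class II genes 6 were SDE, and 7 were higher in males when adjusted over the list alone (median 1.77, adjusted p = 8.6e-06 from camera, and adjusted p = 0.993 with an estimated correlation).
Cholesterol genes such as Insig1 (1.52) and Tm7sf2 (1.37) were higher in males for all 20 of the list, with a median of 0.62 and 4 SDE. Adjusted over the list alone, 10 passed. Vnn1, a pantetheinase, and Pdk4, a kinase that restrains pyruvate oxidation, were higher by 2.15 and 1.71, and 3 of 21 genes of fatty acid oxidation were SDE (13 higher when adjusted over the list alone). Of 42 cytochrome P450 genes 7 were SDE and higher in males, with Cyp2d4 at 1.62 and Cyp3a18 at 1.53. Synm, which encodes synemin of the intermediate filaments of muscle, was lower in males, at 9.96 ± 0.20 (SD, n = 5) against 11.00 ± 0.50 (SD, n = 4) in females (-1.04, adjusted p = 0.029). Other probesets of RT1-Ba, Cyp2d4 and Synm were not SDE. All 20 smooth muscle markers had negative differences, 1 was SDE and 7 were lower when adjusted over the list alone. Their median was -0.69, and -0.39 without female array 1. The other females read 10.7 to 10.9, within the male range of 10.2 to 10.9. The 46 ribosomal protein genes had a median of -0.35, none was SDE, and 12 were lower at an adjusted p under 0.05. The cholesterol, fatty acid oxidation, smooth muscle and ribosomal lists had adjusted p = 3.79e-07, 6.93e-05, 0.000245 and 4.21e-09 from camera. With an estimated correlation, adjusted p = 0.790 for cholesterol synthesis and adjusted p = 0.993 for the other 3.
Enterocyte markers had array medians of 12.5 to 13.0 in males and 11.2 to 12.0 in females. Cell cycle genes had medians of 7.50 to 7.64 on the male arrays, 8.34 to 8.51 on females 2, 3 and 5 and 6.86 on female 1. Of these 27 genes 25 were lower in males, with a median of -0.43 (adjusted p = 0.0158 from camera, and adjusted p = 0.993 with an estimated correlation), and none passed when adjusted over the list alone. Paneth cell markers read 8.47 to 9.44 on the male arrays, 9.98 to 10.38 on the same 3 females and 6.09 on female 1, and as a list did not pass (adjusted p = 0.884 from camera). Of the female-biased SDE probesets, 40.4% were at least 2-fold higher in the stomach than in the duodenum, against 8.28% of all expressed probesets. A list of 12 gastric gland genes read 12.8 on female array 1 and at most 8.2 on the other arrays.

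**Figure D3:**
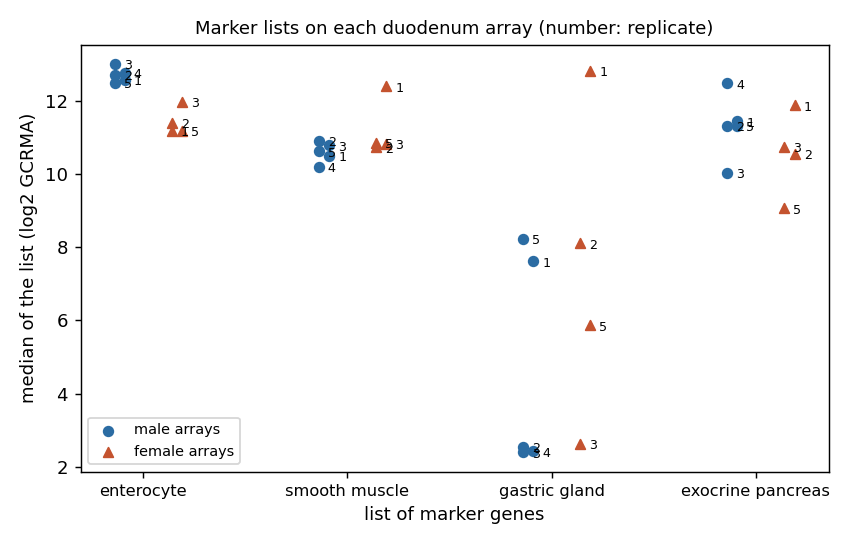
Median log2 value of each marker list on each duodenum array, with males and females marked. Enterocyte medians lie between 12.5 and 13.0 on the male arrays and between 11.2 and 12.0 on the female arrays.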

The top diseases associated with the genes were Gastrointestinal Disease (185 molecules, p-value 5.63E-8-5.73E-3) and Hepatic System Disease(152 molecules, p-value 5.63E-8-5.73E-3). The top molecular/cellular functions were Lipid Metabolism (198 molecules, p-value 2.92E-13-5.03E-3) Molecular Transport (257 molecules, p-value 2.92E-13-6.46E-3) and Small Molecule Biochemistry (233 molecules, p-value 2.92E-13-5.03E-3). The top four associated networks were 1) Embryonic Development, Nervous System Development and Function, Organ Development, 2) post-translational modification, Cancer, Organ Morphology, 3) molecular transport, Organismal injury and Abnormalities, Renal and Urological Disease, and 4) Lipid metabolism, Small Molecule Biochemistry, Embryonic Development. The latter network, extended to include other duodenum SDE genes, is shown in Fig. 6. This network reveals a complex network of SDE probesets in the duodenum. Notably, many SDE genes, predominantly with higher expression in female duodenum, were associated with the estrogen receptor, which was not SDE.

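Esr1, the gene of estrogen receptor alpha, was at 2.16 ± 0.02 in males (SD, n = 5) and 2.16 ± 0.02 in females (SD, n = 4) on its probeset (adjusted p = 0.941 from limma). That probeset was below the expression threshold in all 26 tissues, so the values do not show whether the receptor is expressed in the duodenum. Of 19 estrogen-responsive genes measured in the duodenum, 9 were higher in males and 10 lower, with a median of -0.03, and none was SDE in limma. At an adjusted p under 0.05 without a fold threshold, 4 were higher in males and 1 in females. Among the female-biased SDE genes of the duodenum, Ephb3, a receptor tyrosine kinase of the crypt base, was at 6.14 ± 0.77 (SD, n = 5) in males and 7.94 ± 0.22 (SD, n = 4) in females (-1.79, adjusted p = 0.0251). Rcan2, an inhibitor of calcineurin, and Esrrg, an orphan receptor related to the estrogen receptors, had -2.18 and -1.80, and the arrays of these 3 genes did not overlap. A second probeset of Rcan2 and of Esrrg was not SDE.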

**Figure 6:**
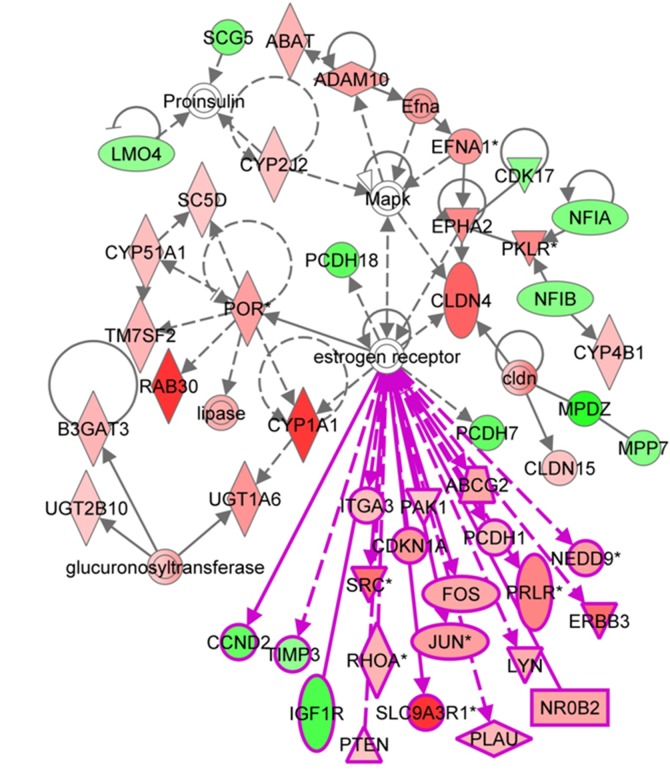
A network based on SDE probesets in the duodenum that is associated with the term ‘Lipid Metabolism, Small Molecule Biochemistry, Embryonic development, extended to show probesets associated with the ER.

### Genes that are SDE in multiple tissues: opportunities for generating hypotheses

We considered that the sexually dimorphic expression of genes in multiple tissues could reveal novel insights into their function, since it implies that those tissues have a commonality related to the SDE genes they share. 

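In the adipose, Pmepa1 was at 10.56 ± 0.44 in males and 9.32 ± 0.16 in females on 1 probeset (SD, n = 5 each), a log2 difference of 1.24 with adjusted p = 0.0404 from limma. The call was lost under the methods' test, under a replicate block and without any 1 of 7 of the 10 arrays, at adjusted p up to 0.112. The second probeset gave 11.26 ± 0.40 and 10.20 ± 0.49, a difference of 1.06 that did not pass (adjusted p = 0.157). In the skin, that second probeset was at 8.60 ± 0.09 (SD, n = 4) in males and 7.06 ± 0.80 (SD, n = 5) in females, and in the aorta at 10.89 ± 0.59 and 9.79 ± 0.38 (SD, n = 5 each). These differences of 1.54 and 1.10 had adjusted p = 0.172 and 0.900 and did not pass, although the arrays of the skin did not overlap. The aorta includes the array labelled male 3, whose Xist and Eif2s3y were at odds with its label. Between adipose and skin the difference on that probeset was not itself different by the test (-0.49, adjusted p = 0.726).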

*Pmepa1,* (Prostate Transmembrane Protein, Androgen Induced 1), significantly male-biased in the skin, aorta, and adipose, was considered as one example. (Fig. 7). Interestingly, *Pmepa1* is highly expressed in other tissues, e.g. the lung and the heart, but without sex bias. Further, it was only marginally expressed in some other tissues including the prostate, where it was first discovered, and was undetectable in the bone marrow, spleen and liver. It was highly expressed in the uterus. 

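Uterus arrays had Pmepa1 at 9.60 ± 0.43 (SD, n = 5) on 1 probeset. Epididymis arrays averaged 8.82, while those of the ovary averaged 6.05 and those of the prostate 6.26 ± 0.45 (SD, n = 5). In the lung Pmepa1 was at 9.09 ± 0.28 in males and 9.16 ± 0.20 in females (SD, n = 5 each), a log2 difference of -0.06 (adjusted p = 0.862 from limma). In the heart it was at 8.35 ± 0.33 (SD, n = 4) and 8.69 ± 0.41 (SD, n = 3), with -0.34 (adjusted p = 0.815), the array labelled heart male 5 included. Bone marrow, spleen and liver were below the expression threshold: 5.21 in males and 4.69 in females in the bone marrow, 5.73 and 5.61 in the spleen, and 5.13 and 5.35 in the liver. The difference in the adipose exceeded that in the lung by 1.48 on 1 probeset (standard error 0.31, adjusted p = 0.0445) and by 1.13 on the other, which did not pass (adjusted p = 0.158). That of the skin exceeded that of the lung by 1.61 on the other probeset, without passing (adjusted p = 0.0915). From its role in restraining the androgen receptor, the paper speculates that Pmepa1 may be highest in tissues that need to limit the androgen drive.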

*Pmepa1* is a negative regulator of the androgen receptor [12], leading us to speculate that it may be most highly expressed in tissues where the androgen drive needs to be limited.

**Figure 7:**
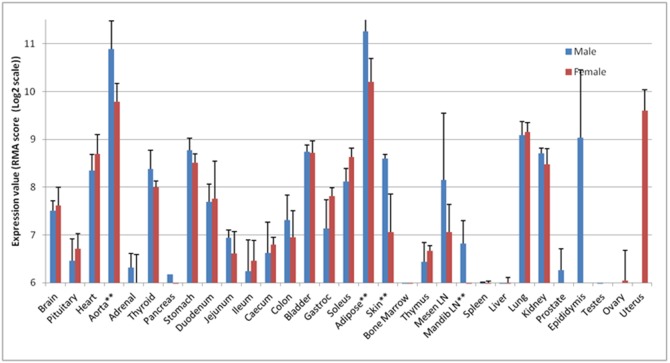
Expression of Pmepa (probeset 1389809_at) in male and female tissues. In starred (**) tissues, the criteria for sexually dimorphic probeset expression are met. A minimum expression value of 6.65 is required for a probeset to be considered as expressed.

Of particular interest are instances where genes are oppositely biased in different tissues. 

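In the kidney, Prlr was at 10.08 ± 0.31 in males and 5.38 ± 0.36 in females on 1 of its probesets (SD, n = 5 each). In the duodenum it was at 8.01 ± 0.42 (SD, n = 5) and 5.72 ± 0.85 (SD, n = 4), and in the liver at 7.64 ± 1.64 (SD, n = 4) and 12.30 ± 0.37 (SD, n = 5). The log2 differences were 4.70, 2.29 and -4.66, with adjusted p = 3.97e-06, 0.0139 and 0.0150 from limma, and arrays did not overlap in any of the 3 tissues. Male array 5 of the duodenum had 7.26 and the other 4 between 8.09 and 8.28. Between kidney and liver the difference itself was 9.36 (standard error 0.71, adjusted p = 2.69e-07) and between duodenum and kidney -2.41 (standard error 0.47, adjusted p = 0.00215). A second probeset was also SDE, in the same directions, in the kidney and liver (-4.80), where its call was lost without any 1 of 7 of the 9 arrays, and did not pass in the duodenum (0.35, adjusted p = 0.651). The remaining probeset was SDE in all 3 tissues, in the same directions.

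**Figure D4:**
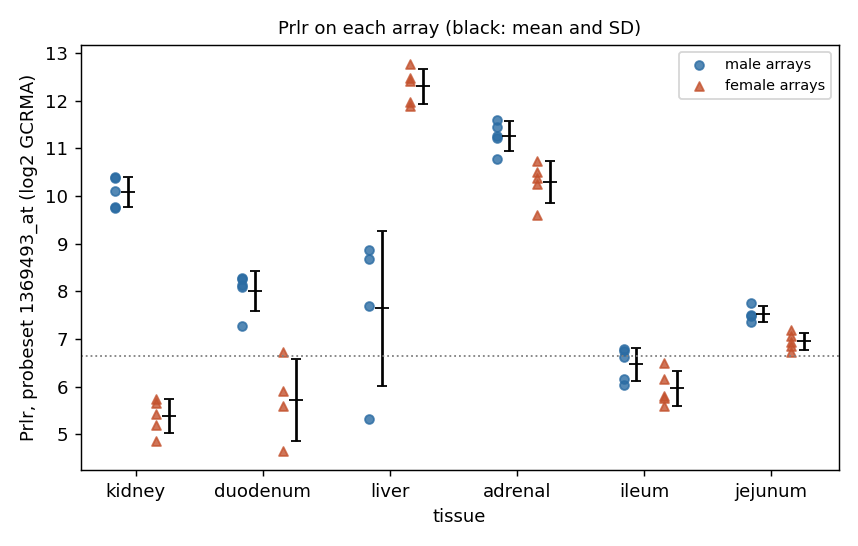
Log2 value of 1 Prlr probeset on each array of the kidney, duodenum, liver, adrenal, ileum and jejunum, by sex, with mean and SD in black. The dotted line is the expression threshold. Male arrays lie above female arrays in the kidney and duodenum and below them in the liver.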

*Prlr*, encoding the Prolactin Receptor, was found to be preferentially expressed in the male kidney and duodenum, and the female liver. It was highly expressed without sex bias in other tissues. Together, these observations reveal a complex pattern of *Prlr* expression, only partly described previously [13] and currently lacking proper explanation.

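On its second probeset, Prlr was well above the threshold and did not differ by the test in the thyroid, at 8.90 in males and 8.60 in females, and in the colon, at 8.53 and 8.25. Jejunum, ileum and caecum were also without a call, at 9.82 and 9.96, 9.71 and 9.79, and 7.53 and 7.95. Among the sex-specific organs, the prostate had 12.54 ± 0.56 and the ovary 12.37 ± 0.37 (SD, n = 5 each). In the pituitary that probeset was SDE, at 8.81 ± 0.32 in males and 7.37 ± 0.20 in females (SD, n = 5 each), a log2 difference of 1.44 with adjusted p = 0.0014 from limma and no overlap, and the other 2 were not SDE. The adrenal had 12.07 and 11.61 (0.46, adjusted p = 0.241), while another of its probesets was SDE there (1.16, adjusted p = 0.0482), a call lost without any 1 of 9 of the 10 arrays.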

## Discussion

By transcript-profiling a broad range of tissues from male and female rats, we showed that approximately 14.5% of all expressed genes are SDE in at least one tissue in the rat. Most were SDE in a single tissue, but expressed in other tissues also, indicating that sexually dimorphic expression is determined primarily by the tissue rather than the gene. Overall, SDE genes were more often preferentially expressed in males than females, though the identification of possible sex-specific transcriptional regulators is beyond the scope of this paper.

Where probesets exhibited SDE in multiple tissues, opposite bias in different tissues was often seen. This has been noted for individual genes before, (e.g. AP-2 is expressed in different areas of the male vs female brain. [14]), but the scale of complexity reported here is greater than previously reported. Again, this complexity suggests that sexually dimorphic gene expression is largely tissue- rather than gene- specific. Here, we greatly extend the list of genes with such behaviour. This raises the challenge to understand the relevance for individual genes, and the underlying drivers of such behaviour.

*Eif2s3y* was conspicuous as the only gene that was ubiquitously expressed in all tissues, but exclusively in males. The female homologue *Eif2s3x* was also ubiquitously expressed, and was consistently more highly expressed in females, though it did not meet our relatively strict criteria for a SDE gene in all tissues. This is consistent with previous reports showing that *Eif2s3x* remains transcriptionally active on the condensed X chromosome in females, such that females may express more mRNA than males [15]. *Eif2sy* expression may functionally compensate for the lesser dosage of *Eif2s3x* in males. However, *Eif2s3y* is also known to be indispensable for spermatogenesis [16], suggesting it cannot be wholly substituted by *Eif2s3x*. 

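Eif2s3x was at 6.01 ± 0.23 (SD, n = 4) in the testes, the lowest of the 29 male tissues and sex organs compared. Eif2s3y was at 8.90 ± 0.32 (SD, n = 4) there, the 4th lowest. The log2 ratio of Eif2s3y to Eif2s3x was 2.89 ± 0.16 in the testes, and next came the pituitary with 2.78 ± 0.28 (SD, n = 5), where Eif2s3y was highest at 10.70. The prostate had the lowest ratio, -1.09 ± 0.43 (SD, n = 5), with Eif2s3y at 8.06 and Eif2s3x at 9.14. From a high ratio of the Y-linked to the X-linked gene in the testes, the paper proposes that Eif2s3y may be dose-limiting there. The heart and aorta include the arrays labelled male whose Xist was high.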

Cross-tissue analysis reveals that the testes have amongst the lowest expression of eif2s3y, yet the highest ratio of *Eif2s3y:Eif2s3x*, owing to very low expression of *Eif2s3x*. This observation may be worthy of further exploration, perhaps indicating that the *Eif2s3y* gene product is dose-limiting in the testes, creating evolutionary pressure for the maintenance of the Y chromosome. Further Y-determined mechanisms may prevent the functional substitution of *Eif2s3x* for *Eif2s3y* in the process of spermatogenesis.

Two-way hierachical clustering was used to reveal possible structure in the distribution of SDE probesets that may not be apparent from simple numerical analysis. Clustering of tissues was weak, suggesting that each tissue had a largely individual complement of SDE genes. Clustering of probesets was also quite weak, although three large groups could be discerned of probesets that were either broadly male-biased, female-biased, or differently biased in the two large tissue groups. Further numerical analysis of SDE probeset similarity between tissues also failed to find stong groupings, though a greater-than-chance sharing of SDE probesets between the duodenum and kidney, and possibly the adrenal and pituitary, was seen.

The different incidences of SDE probesets between tissues was striking, ranging from 1176 in the duodenum to none (other than the six ubiquitous SDE probesets) in nearly half of the tissues surveyed. This suggests that the function of some tissues is much more gender-specific than that of others. This observation *per se* is not surprising; however, the identity of some tissues at either end of the spectrum was. For example, functional differences in the immune systems of males and females are well known [17], [18], and gene expression in the immune system can be affected by sex hormones. Nevertheless, immune tissues had relatively few SDE probesets. Similarly, great focus has been placed on gender differences in gene expression in the brain [5], [19], [20], though our study suggests these are numerically small at the whole-brain level. 

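In the thymus, 8 of 8 MHC class II genes were higher in males, with a median log2 difference of 0.41, and 5 passed when adjusted over the list alone. None was SDE in limma. The list had adjusted p = 1.91e-09 from camera, and adjusted p = 0.382 with an estimated correlation. In the spleen, all 27 cell cycle genes were higher in males, with a median of 0.78 (adjusted p = 5.13e-16 from camera, and adjusted p = 0.993 with an estimated correlation), and none was SDE. On the same arrays all 20 exocrine pancreas genes were higher in males, with a median of 1.61, and none passed when adjusted over the list alone. Above 2-fold at an unadjusted p under 0.05 were 34 probesets of the spleen, 24 of the thymus, 45 of the mandibular and 40 of the mesenteric lymph node, and 20 of the bone marrow. The spleen had 3 male arrays, and the bone marrow includes the arrays labelled male 5 and female 2.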

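Whole brain had no SDE gene in limma other than Xist and Eif2s3y. Of 20 genes of cholesterol synthesis, 19 were higher in males, with a median log2 difference of 0.32 (adjusted p = 3.66e-06 from camera, and adjusted p = 0.799 with an estimated correlation). Ribosomal protein genes were higher in males for 43 of 46, with a median of 0.17 (adjusted p = 3.19e-06 from camera, and adjusted p = 0.993 with an estimated correlation). Both medians are below 2-fold, and 17 probesets of the brain differed above that size at an unadjusted p under 0.05. The methods' test called 0 as well.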

Localized differences in gene expression may however occur, but would be unobservable in whole-organ homogenates.

The duodenum had the largest number of SDE probesets, which we found surprising. One possible explanation is that sexual dimorphism in the duodenum may be secondary to sex differences in the gut microbiome, which have recently been shown to have far-reaching consequences on gut biology and susceptibility to disease [21].

The SDE genes in a tissue could be assembled into informative networks using Ingenuity Pathway Analysis. This identified *Hnf4a* as a key node in the liver, consistent with previous reports [22]. These differences are well known, and account for sexual dimorphism in hormone and drug metabolism by the liver [23], [24], [25].

The SDE genes in the duodenum were enriched in particular phenotypic descriptors. Interestingly, gastrointestinal disease was a top hit, suggesting that SDE genes could be important players in disease, perhaps playing a role in sex differences in disease susceptibility. We noted particularly the prevalence of SDE genes associated with the estrogen receptor (ERA), suggestive of a hormone dependency in SDE gene expression.

This study has identified a plethora of SDE genes, many with complex patterns of expression across multiple tissues. Individual genes may be expressed, non-expressed, male- and female biased, simultaneously in different tissues. Such behaviour suggests that the sexually dimorphic expression of genes is highly plastic, and is primarily dictated by the context of the tissue in which it is expressed rather than by intrinsic properties of the gene. SDE genes are likely to affect sexually dimorphic phenotypes, with implications for disease and drug susceptibility. The full set of SDE probesets identified in rat tissues is presented as a resource for further investigation.

## Supporting Information

S1 Table **Identity, distribution and expression properties of probesets that are sexually dimorphically expressed.** The incidence of sexually dimorphically expressed probesets across tissues is recorded in the matrix at the right hand side of the spreadsheet. The expression levels, fold-differences and Q values that contribute to the identification of SDE probesets are also given.
(XLSX) Click here for additional data file.

S2 Table **Quality assessment of RNA isolated from rat tissues.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

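Gene expression was measured in 31 organs of rats on 256 RAE230_2 arrays, with 31042 probesets on each. Of these arrays, 234 cover 26 somatic tissues, 115 from males and 119 from females. The other 22 cover the testes, ovary, uterus, prostate and epididymis. Each array holds the RNA of 1 organ of 1 animal, without pooling. Tissue, sex and replicate number were taken from the sample records, and the values played no part in that grouping. In the supplement, samples of the adrenal, bone marrow, pituitary and ovary carry a second series of sample numbers. It gives them the same animal numbers as the other organs, and the methods name 5 male and 5 female rats.

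The authors hybridised and scanned the arrays, removed arrays that failed quality control and summarised each probeset with GCRMA in Bioconductor. They deposited the summarised values on a log2 scale, and no log was taken again here. Array medians between 3.86 and 4.45 and similar quartiles were checked against that scale. Which arrays were normalized together, and the version of GCRMA, are not given in the sources used here. Signal over background limits what an array can measure, and a mean above 6.65 in at least 1 sex was asked of every SDE probeset, as in the methods. Precision is limited by the number of arrays per group, 2 to 5. Scans and their probe intensities were not analysed here. Quality measures of the arrays came from the supplement. None of 130 comparisons of such a measure between the sexes of a tissue had an adjusted p under 0.05, and the lowest was 0.206. At an unadjusted p under 0.05 there were 11. With 2 to 5 arrays per group an adjusted p under 0.05 is hard to reach over 130 comparisons. The result therefore does not show that quality was equal in the sexes.

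Gene symbols came from the annotation of the array platform. A single symbol was given to 20826 probesets, several to 436 and none to 9780, and 20758 were matched in a current table of rat genes. The second probeset of Pmepa1 took its name from the legend of Fig. 7.

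Males and females were compared in each tissue with limma (version 3.58.1, R 4.3.3), by a linear model of sex with empirical Bayes moderation of the spread. Adjusted p-values follow the Benjamini-Hochberg method over all probesets of a tissue. SDE means an adjusted p under 0.05, a difference above 2-fold and the expression threshold together. The methods name a t-test, which was run as an alternative, since limma draws on the spread of all probesets where groups are small. Testes and ovary were compared by the same criteria. Whether a difference between the sexes itself differs between tissues was tested in limma for pairs of tissues, with the arrays of an animal as a block (statmod 1.5.0). Animals were followed across tissues by the sample numbers, and the average of Eif2s3x over animals used the first series alone.

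For 60 lists of markers and pathways with at least 3 measured genes, written before any value was read, 1 probeset per gene was taken, that with the highest mean. Each list was compared with all other probesets by camera of limma, with a preset correlation between genes of 0.01 and also with an estimated one. Adjustment covered the lists of all tissues together. For the members of a list, p-values were also adjusted over the list alone. Single values per array or animal were compared by exact permutation tests.

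Tissues were clustered by Ward's method on the log2 differences of the SDE probesets, in scipy 1.17.1 under Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. Shared SDE probesets were set against a number expected by a formula adapted from the legend of Table 2. The fractions of both tissues and the number of pairs were multiplied as stated there. That product was doubled, and divided by 1 minus the sum of the squared fractions, so that it covers pairs of different tissues in either order. The number expected of independent lists is given as well.

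The comparison was tested on simulated data with the spread of the measured tissues. Of 100 probesets changed by 1.5 log2 units, limma recovered 72 in the duodenum, 89 in the kidney, 80 in the liver, 82 in the adipose, 64 in the aorta and 36 in the heart. At 2.5 log2 units it recovered 95, 98, 97, 93, 91 and 75. At most 1 unchanged probeset was called in any of these runs. Other splits of the measured arrays gave up to 548 calls in the duodenum, 5 in the liver, 4 in the aorta and 1 in the kidney and adipose. The simulated runs therefore do not show how many false calls the measured arrays would give. The methods' t-test recovered 63 and 91 in the duodenum and 15 and 57 in the heart.

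Alternatives fixed before the data were examined were the t-test of the methods, limma with a trend and robust spread, and 1 limma fit over all groups. Others changed the adjustment (expressed probesets only), the expression threshold (none), the fold threshold (1.5) or the adjusted p threshold (0.01). Quantile normalization within each tissue, 1 probeset per gene, 3 arrays per sex, the replicate number as a block and leaving out each replicate completed them. Other splits of the arrays into groups of the same sizes were drawn 100 times with a fixed seed.

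Genes are named by a rule written before the values were read. It covers genes the paper names, in the tissue for which it names them. In the duodenum, kidney, pituitary, adrenal, liver, adipose, skin and aorta it covers the 10 SDE genes highest in males and the 10 highest in females. These have 1 symbol and no overlap of male and female arrays, with Xist and Eif2s3y left aside. Where absence of overlap is stated for such genes, it follows from this choice and is not a separate result. Members of a list serve as its examples, those that were SDE with the largest differences first. In any other tissue every SDE gene is named where there were at most 10. Where a gene named as SDE in a tissue has other probesets that were not SDE there, that is stated. Any gene outside the rule is marked as chosen after its values were seen.

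Left out were the pathway networks of the paper, whose software and knowledge base were not used here. Arrays whose Xist and Eif2s3y are at odds with their label were kept under that label. The 6 probesets of Xist and Eif2s3y are left out of the counts by tissue. Il13ra1, which the paper names for the liver, and members of the named families that have no probeset with a matching symbol were not analysed here.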

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

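Tests chosen only after the result was seen are the share of pancreas genes, the general epithelial genes and the smooth muscle median without female 1 in the duodenum, the shared probesets of the glands in bone marrow, the clock test in adrenal and pituitary, and the 3 tests of the arrays at odds with their labels. Among 85 groups of 4 to 10 arrays, 12 held an array far from the others, and chance gives such an array in about 1 group in 20.

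The difference of Eif2s3y and Xist placed 1 array far from its group in 9 groups. Aorta male 3 was at -4.91 (other male arrays 6.19 to 7.54), heart male 5 at -5.57 (6.52 to 7.71) and bone marrow male 5 at -1.60 (7.52 to 8.12). Thyroid male 1 was at 3.18 (6.34 to 7.33), colon male 4 at 6.74 (7.74 to 7.96), ileum male 1 at 6.84 (7.63 to 7.80) and adrenal male 1 at 7.88 (7.64 to 7.70). Among females, pituitary female 1 was at -3.14 (-5.20 to -4.82) and skin female 2 at -5.29 (-7.21 to -6.81). The last 6 arrays kept the sign of their labelled sex.

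In the aorta, a swap within the tissue would place a male among the 5 arrays labelled female. Their highest Eif2s3y was 3.88, so the values argue against it. The heart has 3 arrays labelled female, with Eif2s3y up to 3.46. A swap with a female array that is absent from the data cannot be told apart there. RNA of a female in place of that of a male may account for the arrays of the aorta and heart. Eif2s3x, which was not used to find them, was 9.28 in the aorta and 9.07 in the heart. That is above the other male arrays (up to 8.58 and 8.74) and within the range of the female arrays. In the bone marrow, the arrays labelled male 5 and female 2 had Eif2s3y at 6.04 and 8.43, between the other female (4.10 to 5.82) and male arrays (10.46 to 10.80). RNA of both sexes cannot be told apart from other explanations there, because Eif2s3x on male 5 was 9.39, within the other males (9.07 to 9.42) and below the females (9.71 to 9.83). On female 2 Eif2s3x was 9.706, just below the other females (9.709 to 9.835) and above the other males.

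Prlr was at 7.26 on duodenum male 5, against 8.09 to 8.28 on the other males, and Cyp2c11 at 7.14 on liver female 1, against 2.23 to 2.98 on the other females. On duodenum female 1 the median of the smooth muscle markers was 12.4, against 10.7 to 10.9 on the other 3 females. By a test of the difference itself, the sex difference of 1 Prlr probeset differed between tissues. It did so by 9.36 between kidney and liver, 6.95 between duodenum and liver and -2.41 between duodenum and kidney. In the same way the clock genes Bmal1 (-3.08, adjusted p = 0.00704) and Npas2 (-1.94, adjusted p = 0.0122) differed between adrenal and pituitary.

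The paper does not discuss 3 gene classes with SDE members. In the adipose 8 of 20 smooth muscle markers were SDE, all lower in males. Whether the share of smooth muscle tissue in the adipose samples differed between the sexes was not tested. In the duodenum 6 of 8 genes of MHC class II were SDE, all higher in males. In the adrenal 6 of 16 circadian clock genes were SDE. Per2 was at 8.32 ± 0.35 in males and 6.17 ± 0.80 in females (SD, n = 5 each; 2.15, adjusted p = 0.0136), and Tef, Dbp and Per1 were higher by 1.78, 1.27 and 1.22. Bmal1 was at 4.89 ± 1.00 and 7.44 ± 0.38, and Npas2 at 5.30 ± 0.50 and 8.17 ± 0.39, with differences of -2.55 and -2.87 (adjusted p = 0.0155 and 0.0011 from limma). The clock list had adjusted p = 0.00565 from camera, and adjusted p = 0.993 with an estimated correlation.

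The duodenum had more SDE probesets than any other tissue, and pancreatic tissue attached to male samples is argued against, since 2.70% of its male-biased probesets were at least 2-fold higher in the pancreas, against 6.81% of all expressed probesets, although the median of 20 exocrine pancreas genes was higher in males by 0.87 and none was SDE in limma. A different share of mucosa and muscle wall may contribute in part: enterocyte and smooth muscle medians differed by 1.85 between the sexes, the most of all 126 splits, of which the next gave 1.75. Against it as the whole cause, 8 of 9 general epithelial genes moved less than the enterocyte median of 1.16, although Krt20 did not (1.52). These 8 were Vil1 (0.63), Cdh17 and Cldn7 (0.48), Cldn3 (0.44), Krt8 (0.26), Epcam (0.11), Krt19 (-0.01) and Krt18 (-0.58). Without female 1 the smooth muscle median went from -0.69 to -0.39 and the enterocyte median from 1.16 to 0.99, still opposite in sign. Enteric neuron markers were lower in males too, with a median of -0.70. A different time of day at sampling cannot be told apart, because the correlation over clock genes with the other tissues was 0.186 and its 95% interval ran from -0.53 to 0.82. Stomach tissue in the samples was not tested. Of the female-biased SDE probesets 40.4% were at least 2-fold higher in the stomach, against 1.84% of the male-biased and 8.28% of all expressed ones. The gastric gland median was 12.8 on female 1, 2.64 to 8.11 on the other females and 2.40 to 8.23 on males. A different share of crypt and villus cells stays open as untested, as does a sex difference in the tissue itself. Cell cycle medians were 8.34 to 8.51 on females 2, 3 and 5, 7.50 to 7.64 on males and 6.86 on female 1.

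Adrenal and pituitary, whose samples carry the second series of numbers, shared SDE probesets. A labelling or RNA difference between the sexes of that whole series is argued against by its bone marrow: the 11 probesets expressed there, of 19 SDE alike in both glands, had a median difference in that direction of -0.0227 (95% interval -0.19 to 0.09), against 1.27 in the glands. Correlations over all probesets decide nothing here, since that of the glands was 0.110 and the highest of bone marrow with a gland 0.126. A different time of day cannot be told apart, because the correlation over clock genes between the glands was 0.122 and its 95% interval ran from -0.44 to 0.65. A technical difference in the glands alone and a sex difference of the glands stay open as untested.

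Chance can be excluded, against 100 splits of the same arrays, for the count of SDE probesets in at least 1 tissue (2174 in the real split, 551 at most in another). The same holds for the duodenum (856 and 548), kidney (567 and 1), pituitary (359 and 0), adrenal (269 and 1), liver (250 and 5) and adipose (55 and 1). It also holds for the jejunum (7 and 1), ileum (7 and 2) and testes against ovary without Xist and Eif2s3y (8706 and 6069). In each of these the real split alone, 1 of 100, reached its count. For the skin, with 15, 2 of 100 splits reached that count, and the other gave 20, more than the real split. No adjustment was made for the number of tissues, so chance is not firmly excluded there. For 15 of the other 16 tissues together (7 and 222; 7 splits) chance cannot be excluded, and the gastrocnemius, with 2 male arrays, was not split in any of these comparisons. Among these 15, the real split alone reached its count in the bladder (2 and 0 over all 35 splits) and caecum (1 and 0), but not in the colon (1 and 1), pancreas (2 and 4) and spleen (1 and 46). The aorta is not decided, because any split reaches a count of 0, and all 100 did, with 4 at most. In the brain and thyroid another split gave 222 and 171, against 0 in the real one, and these splits with that of the spleen point to a structure of the samples that was not identified. Gene lists were split in 6 tissues. In the pituitary (8 and 9, 3 splits) another split gave more lists than the real one, so chance is not firmly excluded. Chance cannot be excluded in the duodenum (11 and 18, 26 splits), kidney (4 and 10, 40) and liver (6 and 12, 41). Nor can it be in the adrenal (6 and 13, 28) and adipose (10 and 21, 50).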

How the results depend on the processing

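Chosen only after the values were seen were the settings without the 4 arrays at odds with their labels, and the quantile normalization and replicate block of the gene lists. Apart from leaving out replicates, some settings turned the balance of male-biased and female-biased probesets. In the skin, 5 and 10 as reported, it was 2 and 0 under the methods' t-test, 184 and 111 with 1 fit over all groups and 44 and 35 with adjustment over expressed probesets only. In the liver, 129 and 121, it was 206 and 213 with 1 fit over all groups, 111 and 126 after quantile normalization and 44 and 46 under the replicate block. In the pituitary, 187 and 172, the last 2 settings gave 171 and 185, and 119 and 121. With 3 arrays per sex, the kidney (325 and 242) had 55 and 59 and the adipose (16 and 39) had 2 and 1. With 1 fit over all groups it also turned in the caecum, pancreas and spleen, where 1, 2 and 1 probesets were SDE as reported.

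The mean sex difference of Eif2s3x, the closer correlation of same-sex duodenum arrays, the share of probesets that differ between testes and ovary, and the grouping of tissues kept their direction and side of the threshold under each setting run for them. With the duodenum's differences, those of the jejunum, ileum and kidney correlated at 0.654, 0.212 and -0.123 over all probesets expressed in both tissues, with no change of call. Leaving out 1 replicate gave 0.659 to 0.762, 0.185 to 0.435 and -0.204 to -0.0982. The jejunum lost its call without female replicate 3 (0.679), and the ileum gained one without male replicate 1 (0.435). Eif2s3x ranged from 0.69 to 0.72 and the gonads from 71.4% to 72.2% without 1 replicate.

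Counts of SDE probesets are given in the order: at least 1 tissue, duodenum, kidney, pituitary, adrenal, liver, adipose, skin, jejunum, ileum, other 16 tissues together, shared by duodenum and kidney, shared by adrenal and pituitary. As reported they were 2174, 856, 567, 359, 269, 250, 55, 15, 7, 7, 7, 59 and 22, and the aorta had 0. Only counts that left a 1.5-fold range are listed by setting below, and the others stayed within it.

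The methods' t-test gave 21 in the adipose, 2 in the skin, 0 in the jejunum, 3 in the ileum and 3 in the other 16. All 1893 of its calls were among the 2392 calls of limma. A trend and robust spread gave 18 in the jejunum, and 2384 calls were kept. With 1 fit over all groups there were 3654 in at least 1 tissue, 419 in the liver, 239 in the adipose, 295 in the skin, 34 in the aorta, 40 in the jejunum, 4 in the ileum and 888 in the other 16. That fit shares 1 spread per probeset over all tissues and kept 2227 calls.

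Adjustment over the expressed probesets alone, which tests fewer, gave 103 in the adipose, 79 in the skin, 30 in the jejunum and 20 in the ileum. Without an expression threshold there were 3451 in at least 1 tissue, 1064 in the kidney, 658 in the pituitary, 428 in the adrenal, 13 in the jejunum, 11 in the ileum, 20 in the other 16, 122 shared by duodenum and kidney and 44 by the glands. At 1.5-fold the 13 counts were 4441, 1757, 1301, 895, 661, 401, 86, 25, 23, 22, 11, 191 and 61. At an adjusted p under 0.01, there were 1166 in at least 1 tissue, 356 in the duodenum, 229 in the pituitary, 125 in the adrenal, 136 in the liver, 7 in the adipose, 1 in the skin, 0 in the jejunum, 3 in the ileum and 2 in the other 16. Shared were 18 and 11. A lower or higher threshold sets these counts by its construction.

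Quantile normalization within each tissue gave 1 in the jejunum and 3 in the ileum, and kept 2151 calls. It moved the median of all probesets by more than 0.1 in the pancreas alone, from 0.11 to -0.01. In the adrenal it changed the split of male-biased and female-biased probesets from 186 and 83 to 135 and 105. The cause was not tested. With 1 probeset per gene, which tests fewer, there were 1396 in at least 1 tissue, 532 in the duodenum, 313 in the kidney, 171 in the adrenal, 16 in the jejunum and 2 in the other 16.

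With 3 arrays per sex, fewer arrays gave 1009 in at least 1 tissue, 114 in the kidney, 165 in the pituitary, 32 in the adrenal, 104 in the liver, 3 in the adipose, 0 in the skin, jejunum and ileum, 3 in the other 16, 7 shared by duodenum and kidney and 4 by the glands. Of its 1039 calls, 816 were among those of the full groups. The replicate number as a block gave 1098 in at least 1 tissue, 238 in the duodenum, 115 in the adrenal, 90 in the liver, 6 in the adipose, 3 in the skin, 0 in the jejunum, ileum and other 16, 15 shared by duodenum and kidney and 7 by the glands. Male and female arrays of the same number come from different animals and do not pair. In 0 of 26 tissues did every pair correlate above 0.1, and 23 of 106 pairs were best with their own number. The liver was the 1 tissue in which every male was best with its own number, 4 of 4, at r from 0.045 to 0.193. A block then spends degrees of freedom, and calls lost under it do not show a weaker difference.

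The share of male-biased probesets, 66.3% as reported, was 63.2% without an expression threshold, 63.6% at 1.5-fold, 64.1% at an adjusted p under 0.01, 62.1% after quantile normalization, 64.0% with 1 probeset per gene, 70.9% with 3 arrays per sex and 59.7% under the block. Oppositely biased were 48.2% of the probesets SDE in several tissues, and 38.0% at an adjusted p under 0.01, 40.7% with 1 probeset per gene, 30.0% with 3 arrays per sex and 37.3% under the block. The cause was not tested. Without 1 replicate the shares ran from 63.5% to 69.2% and from 41.5% to 50.2%.

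Leaving out 1 replicate number gave 1710 to 2210 in at least 1 tissue, 472 to 700 in the kidney, 310 to 345 in the pituitary, 211 to 273 in the adrenal, 181 to 229 in the liver and 16 to 21 shared by the glands, all within 1.5-fold. The duodenum ran from 556 to 1029, with 556 without male 3 and 559 without female 2, and its overlap with the kidney from 35 to 72, with 35 and 36 without the same arrays. The adipose ran from 12 to 95: 21, 27, 12 and 27 without male 1 to 4, and 95, 26, 22 and 22 without female 2 to 5. In the skin, 1 to 33, it was 33 and 2 without male 3 and 4, and 25, 9, 1, 4 and 3 without female 1 to 5. The jejunum, 1 to 11, had 11 without female 3 or 4, 2 without male 1 and 1 without male 3, 4 or 5 or female 1, 2 or 5. In the ileum, 3 to 11, it was 11 without male 3 and 3 without any other male or without female 1, 3 or 4. The other 16 tissues, 2 to 12, had 12 without male 2, 3 without male 1 or female 4 and 2 without female 5. The aorta, 0 to 1, had 1 without the array labelled male 3, and without the 4 arrays at odds with their labels it also had 1. Fewer arrays enter each of these counts.

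Gene lists passed in 204 of 1560 combinations of list and tissue with a preset correlation, in 186 after quantile normalization and in 194 under the block. With a correlation estimated from the few arrays of a tissue 0 passed in camera of limma, the lowest adjusted p being 0.0840. Of 383 differences of single genes, 91 lost their call under the methods' t-test, 32 after quantile normalization and 196 under the block, and 55 to 88 without 1 replicate. None changed direction. The number of arrays limits the precision of each difference, and signal over background limits what can be seen of weakly expressed genes.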

Differences from the paper's values

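Counts of SDE probesets below use the thresholds the paper states, with limma in place of its t-test, and Eif2s3x is counted by its adjusted p alone. The alternatives set before the data were examined number 21 for each count, and the methods' t-test brought none of these counts within 1.5-fold of the paper's value.

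Probesets SDE in several tissues numbered 197, against the paper's 349, and oppositely biased probesets 95, against the paper's 166. Always male-biased in several tissues were 75, against the paper's 131, and always female-biased 27, against the paper's 52. Adjustment over the expressed probesets only (327, 146, 131 and 50) and no expression threshold (392, 190, 143 and 59) reached the paper's range for all 4 counts. A trend and robust spread did so for the female-biased count alone (35), and the other alternatives did so for none.

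SDE probesets shared by duodenum and kidney numbered 59, against the paper's 101. Values within range came from 1 fit over all groups (73), adjustment over expressed probesets only (82), no expression threshold (122) and leaving out female replicate 1 (72), and the other 17 alternatives stayed outside. Female-biased SDE probesets of the duodenum numbered 151, against the paper's 274. The same 4 alternatives gave 258, 232, 301 and 279, and the other 17 did not reach it.

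Eif2s3x was higher in females at an adjusted p under 0.05, at any fold, in 8 tissues, against the paper's 4, and it met all criteria in 1, the pituitary. The replicate block gave 3, and leaving out male replicate 2, 3 or 4 or female replicate 5 gave 6 each. No other alternative came within range.

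In the adipose 16 probesets were male-biased, against the paper's 27, and 39 female-biased, against the paper's 65. Adjustment over expressed probesets only gave 33 and 70, no expression threshold 24 and 58, and a 1.5-fold threshold 28 and 58. Leaving out female replicate 2 gave 19 and 76, male replicate 5 gave 23 male-biased, and a trend and robust spread gave 51 female-biased. In the skin there were 5 and 10, against the paper's 31 and 30, and adjustment over expressed probesets only (44 and 35) was the 1 alternative within range. In the aorta limma called 0 and 0, against the paper's 18 and 19. At an unadjusted p under 0.05, 50 probesets differed above 2-fold there, and the methods' t-test also called 0. The 1 alternative within range was 1 fit over all groups (12 and 22). For the adipose, skin and aorta the alternatives not named stayed outside.

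Male-biased SDE probesets of the jejunum numbered 7, against the paper's 11. No expression threshold gave 11, 1 probeset per gene 16, and leaving out female replicate 3 or 4 gave 11 each. In the ileum they numbered 7, against the paper's 11. No expression threshold gave 10, leaving out male replicate 3 gave 11 and leaving out female replicate 5 gave 10. Other alternatives stayed outside in both segments.

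The mean correlation of different-sex pairs of duodenum arrays was 0.858, against the paper's 0.429. None of the 3 alternatives came within its error: 0.736 over the SDE probesets, 0.847 by rank correlation and -0.484 after centring each probeset.

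The paper states that Pmepa1 is male-biased in skin, aorta and adipose. Here the probeset of its Fig. 7 was higher in males in all 3 without passing in any: adipose (1.06, adjusted p = 0.157), skin (1.54, adjusted p = 0.172) and aorta (1.10, adjusted p = 0.900). Its other probeset was SDE in the adipose (1.24, adjusted p = 0.0404). With 1 fit over all groups it was SDE in the skin (adjusted p = 0.00227) and, on the probeset called in the adipose, in the aorta (adjusted p = 0.0477).

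Among female-biased immune genes of the liver the paper lists Irf1 and Ifngr2, which were lower in males here without meeting all criteria (-1.15, adjusted p = 0.109, and -0.91, adjusted p = 0.0382). Irf1 was called with 1 fit over all groups, with adjustment over expressed probesets only and under the replicate block. A probeset of Ifngr2 was called at a 1.5-fold threshold, under the block and without male replicate 1. Its other probeset was called with 1 fit over all groups and with adjustment over expressed probesets only, and both were called without female replicate 2. Of 2 genes for binding proteins of insulin-like growth factors, Igfbp2 was SDE, and no setting called Igfbp1. Lifr of the same list was SDE on 2 probesets.

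The paper states a higher value in male liver for a cytochrome P450 of family 4A. Cyp4a3 was not SDE under any setting (-0.21), while Cyp4a8 was higher in males by 5.26. Beside the kidney, duodenum and liver, the paper describes high Prlr levels without sex bias in tissues that it does not name. Here 1 probeset was SDE in the pituitary (1.44, adjusted p = 0.0014), higher in males, and another in the adrenal (1.16, adjusted p = 0.0482). In the thyroid, colon, jejunum, ileum and caecum it was not SDE.

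For the duodenum, the paper describes genes tied to the estrogen receptor as mostly higher in females. Of 19 estrogen-responsive genes, a list that is not the paper's network, 9 were higher in males and 10 in females. The paper has no SDE probeset in the spleen beside Xist and Eif2s3y, where limma called Cfp (-1.09, adjusted p = 0.0455) and the methods' t-test called none. It divides the tissues into a group of the gut with some others and a group of the rest. Here the liver stood apart from the other 25 tissues, and the closest pair by correlation, duodenum and jejunum, was the paper's. Of its 3 groups of probesets, the group broadly higher in females had no counterpart among the groups of 1239, 903 and 26 probesets.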

Other observations

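Some gene lists that belong to no statement of the paper passed camera with a preset correlation, and none of them did with an estimated one. In the spleen, all 20 genes of the exocrine pancreas were higher in males, with a median log2 difference of 1.61 (adjusted p = 2.77e-08 from camera, and adjusted p = 0.993 with an estimated correlation), although none passed when adjusted over the list alone. In the skin, 10 of 10 hair follicle genes were higher in males, with a median of 3.12 (adjusted p = 0.00246 from camera, and adjusted p = 0.993 with an estimated correlation). Krt25, a keratin of the hair root sheath, was at 11.83 ± 3.44 (SD, n = 4) in males and 6.23 ± 4.56 (SD, n = 5) in females, and its difference of 5.61 did not pass (adjusted p = 0.426). Cell cycle genes of the skin were higher in males for 27 of 27, with a median of 1.06 (adjusted p = 1.33e-11 from camera, and adjusted p = 0.993 with an estimated correlation). Adjusted over the list alone, 14 of them passed.

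In the adipose, 17 of 19 interferon genes were higher in males, with a median of 0.81 (adjusted p = 1.91e-11 from camera, and adjusted p = 0.799 with an estimated correlation), and 11 passed when adjusted over the list alone. In the pituitary, 17 of 19 estrogen-responsive genes were lower in males, with a median of -0.25 (adjusted p = 7.56e-05 from camera, and adjusted p = 0.642 with an estimated correlation), and 2 were SDE. In the thymus, 26 of 27 cell cycle genes were lower in males, with a median of -0.27 (adjusted p = 3e-08 from camera, and adjusted p = 0.790 with an estimated correlation). In the aorta, with the array labelled male 3 included, 20 of 20 smooth muscle genes were higher in males, with a median of 0.43 (adjusted p = 3.74e-06 from camera, and adjusted p = 0.993 with an estimated correlation). An unnamed probeset was higher in males and SDE in the ileum, caecum and colon.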
